# Analysis of peptide PSY1 responding transcripts in the two *Arabidopsis* plant lines: wild type and psy1r receptor mutant

**DOI:** 10.1186/1471-2164-15-441

**Published:** 2014-06-06

**Authors:** Khalid Mahmood, Rubini Kannangara, Kirsten Jørgensen, Anja T Fuglsang

**Keywords:** Cellular functions, Gene enrichment analysis, Microarray, Signaling cascade, Small signaling peptides

## Abstract

**Background:**

Small-secreted peptides are emerging as important components in cell-cell communication during basic developmental stages of plant cell growth and development. Plant peptide containing sulfated tyrosine 1 (PSY1) has been reported to promote cell expansion and differentiation in the elongation zone of roots. PSY1 action is dependent on a receptor PSY1R that triggers a signaling cascade leading to cell elongation. However little is known about cellular functions and the components involved in PSY1-based signaling cascade.

**Results:**

Differentially expressed genes were identified in a wild type plant line and in a *psy1r* receptor mutant line of *Arabidopsis thaliana* after treatment with PSY1. Seventy-seven genes were found to be responsive to the PSY1 peptide in wild type plants while 154 genes were responsive in the receptor mutant plants. PSY1 activates the transcripts of genes involved in cell wall modification. Gene enrichment analysis revealed that PSY1-responsive genes are involved in responses to stimuli, metabolic processes and biosynthetic processes. The significant enrichment terms of PSY1-responsive genes were higher in *psy1r* mutant plants compared to in wild type plants. Two parallel responses to PSY1 were identified, differing in their dependency on the PSY1R receptor. Promoter analysis of the differentially expressed genes identified a light regulatory motif in some of these.

**Conclusion:**

PSY1-responsive genes are involved in cellular functions and stimuli responses suggesting a crosstalk between developmental cues and environmental stimuli. Possibly, two parallel responses to PSY1 exist. A motif involved in light regulation was identified in the promoter region of the differentially expressed genes. Reduced hypocotyl growth was observed in etiolated receptor mutant seedlings.

**Electronic supplementary material:**

The online version of this article (doi: 10.1186/1471-2164-15-441) contains supplementary material, which is available to authorized users.

## Background

In the past few years, our understanding of signals required for cell-to-cell communication during plant development has increased tremendously. Identification of components that mediate signaling serves as a landmark in understanding the mechanism of cell-to-cell communication in *planta*. Several components such as phytohormones, mobile transcription factors, mobile small RNAs and peptides serve this purpose [1, 2]. Phytohormones are lipophilic compounds which are active at very low concentrations and involved in plant growth ranging from embryogenesis to senescence [2]. Similarly, small-secreted peptides are now emerging as growth regulators and many of them are involved in basic functions of cell growth and development. More than 1000 genes are annotated as encoding putatively secreted peptides in the *Arabidopsis* genome but very few are known to be involved in specific cellular signaling [2, 3]. However, the precise role and mechanism proceeded by secreted peptides is yet to be established. Secreted peptides have now been recognized as a new class of intracellular signal molecules, which coordinate and specify cellular functions in plants. As a new class of intracellular signal molecules, the role of these secreted peptides could be explored further.

Plant cells transduce signals utilizing surface receptors binding to ligands present in the apoplast [4]. The S-locus receptor *ZmPK1* from Maize was the first receptor kinase identified in plants [5], and many receptors have been identified in plants ever since [6, 7]. Signaling molecules can elicit different signaling pathways, and a single receptor can also respond to more than one signal molecule [8]. Perception of signal molecules [9], and adjustability to different environmental conditions [10] are interesting characteristics of these signaling cascades. Plants demonstrate different growth patterns under different environmental conditions owing to asymmetric elongation or cell division [11–14]. They also exhibit flexibility in the size and numbers of produced organs to ensure diversity and specificity in perception of external stimuli [1, 2, 10–15].

Plant peptide containing sulfated tyrosine (PSY1) is a tyrosine-sulfated peptide isolated from *Arabidopsis* cell suspension medium [16]. It promotes cell expansion and differentiation in the elongation zone of roots at nanomolar concentration. This 18-amino acid glycopeptide is derived from a 75-amino acid precursor polypeptide containing an N-terminal signal peptide [16]. PSY1 is believed to bind the extracellular domain of Leucine rich Repeat Receptor Like Kinase (LRR-LK), which is named as a receptor of PSY1 (PSY1R). PSY1 and its receptor PSY1R are expressed throughout the whole plant with higher expression in shoot apical meristem and elongation zone of roots. PSY1 is known to be highly up-regulated after wounding [16]. Exogenous application of purified PSY1 peptide to suspension cell culture induces cellular proliferation, expansion and elongation while overexpression of *Arabidopsis* PSY1 causes longer roots with larger cotyledon as compared to wild type [16]. Recently, receptor PSY1R and peptide PSY1 were found to be involved in plant defense [17, 18]. The PSY1R might integrate growth promotion and defense signals leading to modulation of cellular plasticity, and may allow the cells to adjust towards environmental changes.

In order to understand the role of PSY1 and its receptor PSY1R, a full genome microarray study was performed. Identification of genes responding to PSY1 is a bottleneck in explaining the specific signaling phenomenon. This is the first comprehensive study to elucidate components of the PSY1-based signaling cascade using full genome microarray in response to exogenously applied PSY1. We found that several genes, involved in plethora of physiological functions, are differentially expressed after PSY1 exposure. Our study indicates that two PSY1 responses exist. The promoter analysis leads to identification of a light regulatory motif in differentially expressed genes of *psy1r* mutant plants.

## Results and discussion

### Genome wide analysis of two plant lines after PSY1 treatment and validation of microarray data

In order to understand the PSY1-based signaling cascade, we decided to identify genes affected by PSY1. For this purpose, transcriptome analyses were performed on two plant lines after PSY1 treatment. The two plant lines (wild type and *psy1r*) were germinated and grown hydroponically for one week under sterile conditions. Then both lines were treated with PSY1 peptide (10 nM) for 4 hrs before mRNA isolation for microarray analysis (Figure 1). Three independent biological samples were prepared and an *Arabidopsis* Gene Expression Microarray (V4) of one color was used.

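RNA from wild type (WT) and *psy1r* seedlings, untreated or treated with 10 nM PSY1 for 4 h, was labelled with cyanine 3 and hybridised to one-color Agilent arrays, one sample on each array. The files analysed here hold 11 arrays in 4 groups. There are 3 arrays of WT, 3 of WT + PSY1, 3 of *psy1r* and 2 of *psy1r* + PSY1 (replicates 1 and 3), while the paper states 3 biological samples and the other *psy1r* + PSY1 sample was not analysed here. Arrays with the same replicate number shared one of 3 slides. The authors deposited the spot intensity and local background read by Agilent Feature Extraction for 43803 spots on each array, which represent 43603 probes. Their processed log2 values are also deposited and correspond to a scaling by the 75th percentile of each array, with r of at least 0.9999 on the arrays compared. The median spot intensity ranged from 239 to 380.5 over the arrays and the median local background from 44 to 47. Between 72.5% and 81.8% of the probes were well above background on an array, and no spot was saturated. Between 3 and 97 spots per array carried an outlier flag and were left out. The spot medians were background-corrected with the convolution model of RMA, quantile normalized over the 11 arrays and converted to log2, which follows the RMA step the paper names. Spots of one probe were averaged, and 36370 probes that were well above background on at least 2 arrays were tested. These represent 21924 gene loci among 25433 loci to which 34358 probes could be matched. Differences between replicates were taken on values scaled by the 75th percentile, with each pair of arrays centred on its median difference. Replicates 1 and 2 of WT differed by a median of 0.07 (absolute log2 difference over 30179 probes), whereas replicate 3 differed from them by 0.29 and 0.28. In *psy1r* the corresponding values were 0.08, 0.33 and 0.32, in WT + PSY1 0.09, 0.07 and 0.09, and the 2 arrays of *psy1r* + PSY1 differed by 0.32. The small number of arrays limits the precision of every value derived from them.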

**Figure 1:**
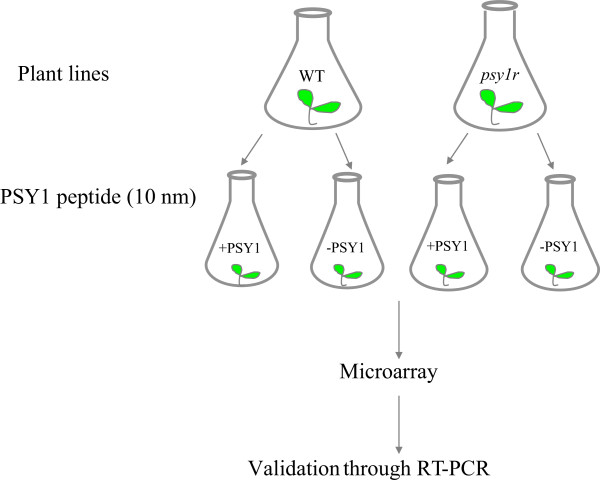
**Schematic presentation of experimental set**-**up.** Two plant lines were grown hydroponically for one week and following treated with 10 nM PSY1 for 4 hr before RNA extraction. Three independent biological samples were prepared.

In the transcriptome analysis, a number of genes were identified using the criteria; P < 0.05 and fold change >2 or < -2. 

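Each probe was tested with limma, a linear model with variances moderated across probes, in one fit of the 4 groups. A probe was called differentially expressed when its Benjamini-Hochberg adjusted p was below 0.05 and its fold change above 2. The paper applies the same limits to a one-way analysis of variance. The groups of arrays did not overlap for any called probe of the paper's 3 comparisons. Groups that did not overlap were seen in 37.3% of all tested probes for WT + PSY1 against WT and in 17.8% for *psy1r* against WT, where chance gives 10% with 3 arrays against 3. That 10% assumes arrays that vary independently. Replicates 1 and 2 of WT and of *psy1r*, and all WT + PSY1 arrays, lay close together. The excess over 10% therefore does not measure an effect of PSY1 or of the genotype. The median log2 fold change over all tested probes was -0.04 in WT + PSY1 against WT, -0.01 in *psy1r* against WT and 0.02 in *psy1r* + PSY1 against WT + PSY1. In simulated data with the same numbers of arrays and 200 changed probes, a change of 3 on the log2 scale was called in 85%, 89% and 93% of the changed probes in the 3 comparisons, in that order, and a change of 1.5 in 69%, 63% and 56%. The simulated arrays varied independently and with the same spread in all groups. In the real arrays the median SD was 0.09 in WT + PSY1 and 0.20 to 0.22 in the other groups. The simulated rates may therefore not hold for the real arrays.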

Gene expression analysis after peptide treatment of wild type plants revealed significant differential expression of 77 genes. Among them 51 genes were up-regulated while 26 genes were down-regulated (Additional file 1: Table S1). 

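After PSY1 treatment of wild type plants, 18 probes of 14 loci were called, of which 11 were up-regulated and 7 down-regulated. In a fit with the slide as a block 11 probes were called, and 10 were called in both fits. Without adjustment of p, 964 probes passed both limits. Array weights raised the number to 979, with 17 of the 18 among them. Normexp with an offset of 50 called 83 probes and kept 8 of the 18. Leaving out 1 array at a time gave between 5 probes (without WT + PSY1 replicate 2) and 218 (without *psy1r* replicate 3, an array of a group outside this comparison that enters the pooled variance). SCRL3 (AT1G08695) was not well above background on any WT array and was well above it on the 3 arrays of WT + PSY1, so that its transcript was at least 6.19-fold higher (log2 fold change 3.55, standard error 0.28, adjusted p = 0.00578, n = 3 and 3; not called under normexp with an offset of 50). BAM6 (AT2G32290) was at least 2.69-fold higher, again with no WT array well above background. AT5G55450 rose from a log2 signal of 4.70 ± 0.19 (SD, n = 3) to 6.54 ± 0.09 (SD, n = 3). The largest fall was that of AT4G20970, from 9.24 ± 0.35 to 6.32 ± 0.21 (SD, n = 3 each), with a log2 fold change of -2.93 on 1 probe and -2.83 on the other. Among the alternatives set before the arrays were read, the first of these calls was lost only without WT + PSY1 replicate 2; with replicates 1 and 2 averaged, a setting added later, no probe of this comparison was called. MYB112 (AT1G48000) fell by 1.78 and PRX52 (AT5G05340) by 1.75 on the log2 scale.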

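In *psy1r* against WT, both untreated, 222 probes of 175 loci were called, and 24 of these probes were measured in only one of the 2 groups. With the slide as a block 190 probes were called, 156 of them in both fits. PSY1R itself (AT1G72300, 1 probe) had a log2 signal of 9.23 ± 0.43 (SD, n = 3) in WT and 3.37 ± 1.52 (SD, n = 3) in *psy1r*, where 1 of 3 arrays was well above background. Its log2 fold change was -5.86 (standard error 0.77, adjusted p = 0.0148, and 0.0365 with the slide as a block). The call of PSY1R was kept in 15 of 20 alternative settings, in which the adjusted p ranged from 6.96e-05 to 0.212, and it was lost without WT replicate 1, WT replicate 2 or *psy1r* replicate 1. The transcript of the PSY1 precursor (AT5G58650) was 10.63 ± 0.12 in WT and 10.21 ± 0.36 in *psy1r* (SD, n = 3 each), a difference of -0.42 that was not called. The number of called probes was 1833 with array weights and 1 with the methods' t-test, and ranged from 44 (without *psy1r* replicate 1) to 796 (without *psy1r* replicate 3) when 1 array was left out.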

Mutation of the receptor resulted in 154 genes with altered expression levels as compared to wild type (Figure 2). Among them, 102 genes were down-regulated while 52 genes were up-regulated in receptor knockout plants indicating the lack of a downstream response to the treatment (Additional file 2: Table S2). 

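Of the probes called between *psy1r* and WT, 129 were lower in *psy1r* and 93 higher. This balance was the other way round with only the groups compared (45 higher and 16 lower), with array weights (952 and 881), without *psy1r* replicate 3 (420 and 376) and with replicates 1 and 2 only (907 and 832). After PSY1R, the largest falls measured in both groups were those of AIG1 (AT1G33960), with a log2 fold change of -3.76, and FAB1C (AT1G71010), with -3.38, and both were called in 20 of 21 alternative settings. AT2G37030 and ANK (AT5G54610) were well above background on 3 WT arrays and on none of *psy1r* and were at least 7.45-fold and 7.77-fold lower. EXPA2 (AT5G05290), an expansin, was higher by 4.87 on the log2 scale and AtLEA4-1 (AT1G32560), well above background on 2 of the 3 WT arrays, by 4.77. AT3G17520 and AT1G27461, well above background on no WT array, were at least 29-fold and 15.1-fold higher, and AT3G17520 was called in 8 of 20 alternative settings. Neither was called with the slide as a block (adjusted p = 0.0628 and 0.0617).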

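Between PSY1-treated *psy1r* (2 arrays) and PSY1-treated WT (3 arrays), 846 probes of 645 loci were called, of which 328 were higher in *psy1r* and 518 lower. This balance was nearly even with the methods' t-test (110 and 113). It was the other way round where replicate 1 alone stood for *psy1r* + PSY1. When the slide was a block 791 probes were called, 597 of them in both fits. One of the groups was not well above background for 121 of the called probes. The authors' processed values and the scaling by the 75th percentile gave 378 and 380. With 1 array left out the number ranged from 62 (without WT + PSY1 replicate 2) to 1525 (without *psy1r* + PSY1 replicate 1), and it was 147 without *psy1r* + PSY1 replicate 3, an array with high signals of seed transcripts. PSY1R had a log2 fold change of -4.58 (standard error 0.86, adjusted p = 0.0272, and 0.0529 with the slide as a block) and was well above background on 1 of the 2 *psy1r* + PSY1 arrays. This call was kept in 11 of 20 alternative settings and lost without either *psy1r* + PSY1 array or any WT + PSY1 array. GEA6 (AT2G40170), a gene of embryos, was at least 45.8-fold higher, with a log2 signal of 8.86 ± 3.30 (SD, n = 2) in *psy1r* + PSY1, and at least 9.07-fold without *psy1r* + PSY1 replicate 3. Its signal was also high in untreated *psy1r*, at 8.12 ± 0.17 against 4.19 ± 0.37 in untreated WT (SD, n = 3 each). The difference in GEA6 was therefore not confined to treated plants. SESA1 (AT4G27140), a seed storage protein, was at least 23.7-fold higher, with 8.06 ± 2.81 (SD, n = 2), and at least 5.99-fold without *psy1r* + PSY1 replicate 3. It was called in 5 of 20 alternative settings and not with the slide as a block (adjusted p = 0.0513). AT3G43572 and CHX6B (AT1G08135), well above background on neither *psy1r* + PSY1 array, were at least 40.1-fold and at least 18.9-fold lower, and at least 18.4-fold and 8.22-fold without replicate 3.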

Interestingly, the number of differentially expressed genes (261) was higher when comparison was made between PSY1-treated wild type and PSY1-treated receptor knockout lines (*psy1r*) (Additional file 3: Table S3). Examination of Gene Ontology (GO) terms in both plant lines after PSY1 treatment demonstrated the specific contribution of different classes of biological functions in each category (Figure 2, Additional file 4: Table S4). Individual genes of each category were assigned to six different classes of relevant putative biological functions that were derived automatically using AmiGO. Interestingly all three comparisons showed the overall same distribution. Maximum numbers of differentially expressed genes were involved in cellular and biosynthetic processes while the major part of the genes were also involved in regulation and metabolism (Figure 2). The category “reproduction” was not found after PSY1 treatment in wild type while this category was present in receptor knockout plants (Figure 2). Additionally, the number of differentially expressed genes attributed as kinases or phosphatases were higher in receptor mutant plants as compared to PSY1 responsive genes (Additional file 1: Table S1 and Additional file 2: Table S2).

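Table S4 lists 12 kinase and phosphatase genes for *psy1r*, of which 11 had a tested probe. All 11 were called between *psy1r* and WT, 6 higher and 5 lower in *psy1r*. All but AT4G17660 (adjusted p = 0.0694) were also called with the slide as a block. The 1 gene listed for WT + PSY1, MPK11, was called in WT + PSY1 against WT, but not with the slide as a block (adjusted p = 0.0726). These lists were chosen by the paper from the same arrays, so their calls are not independent evidence. Over all genes named as kinases in the reference, 521 were tested, of which 1 was called up-regulated after PSY1 treatment of WT, and 6 were higher and 4 lower in *psy1r*. Of 129 genes named as phosphatases, 1 was called up-regulated after PSY1 treatment, and 1 was higher and 1 lower in *psy1r*. Both sets rest on words in gene symbols and synonyms and can miss genes of the class.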

**Figure 2:**
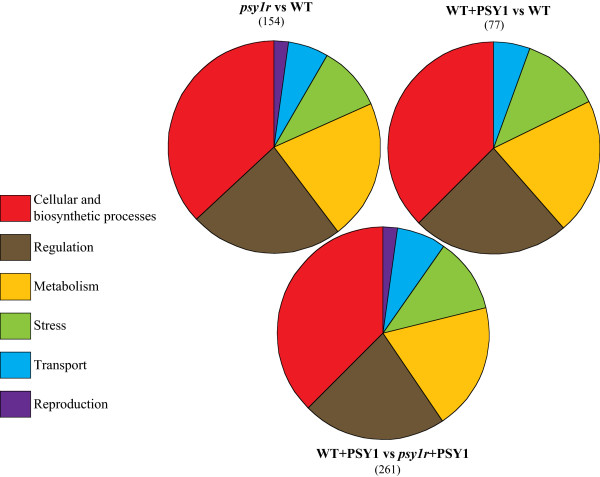
**Gene Ontology** **(** **GO** **)** **terms depicting the distribution of expressed genes by Amigo GO** **(** http://amigo.geneontology.org/cgi-bin/amigo/go.cgi **).** Venn diagram represents the percentage of each biological function obtained by genes involved in corresponding functions divided by all expressed genes. The category *psy1r* vs WT that represents the percentage of differentially expressed genes attributed to specific biological functions in *psy1r* mutant plants compared to wild type (*psy1r* vs WT). The category “WT + PSY1 vs WT” represents the percentage of differentially expressed genes after PSY1 treatment compared to untreated wild type. Other category “WT + PSY1 vs *psy1r* + PSY1” highlights the percentage of differentially expressed genes in PSY1-treated receptor mutant plants compared to PSY1-treated wild type plants.

The expression levels found in the microarray study were confirmed by quantitative real time RT-PCR for selected genes (Figure 3). The genes were selected in view of their role in cell elongation with range of differential expression to validate microarray data. The selected genes included a novel protein WAVE-DAMPENED 2 (WVD2, AT5G28646) involved in cell expansion and root waving. 

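The probe of WVD2 had a log2 signal of 5.72 ± 0.69 (SD, n = 3) in WT and 8.52 ± 0.70 (SD, n = 3) in WT + PSY1. The log2 fold change of 2.81 (standard error 0.40) had an adjusted p of 0.0568 and was not called with limma. It was called in 8 of 21 alternative settings, among them the scaling by the 75th percentile, and its log2 fold change lay between 1.91 and 3.21 in all of them. In *psy1r* the signal was 6.50 ± 0.19 (SD, n = 3) without and 6.53 ± 0.28 (SD, n = 2) with PSY1.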

Another gene that encodes a phosphatidylinositol polyphosphate 5-phosphatase (5PTase11, AT1G47510) also up-regulated after PSY1 treatment was selected, and so was RALF35, which is not characterized but belongs to another family of signaling peptide. 

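5PTASE11 rose from a log2 signal of 5.14 ± 0.13 in WT to 7.15 ± 0.04 in WT + PSY1 (SD, n = 3 each), a log2 fold change of 2.01 (standard error 0.16, adjusted p = 0.00589, and 0.0249 with the slide as a block). It was also higher in untreated *psy1r* than in WT, by 1.22 (adjusted p = 0.0168). RALF35 (AT2G32785) was well above background on no WT array and on 2 of 3 arrays of WT + PSY1, so that the transcript was at least 2.55-fold higher after PSY1 treatment, with an adjusted p of 0.103, and was not called. None of the *psy1r* arrays, treated or not, had a RALF35 signal well above background. RALF35 was called in 3 of 20 alternative settings (array weights, and without *psy1r* + PSY1 replicate 1 or replicate 3).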

Other tested proteins included AML2 (AT2G42890), which is involved in embryo development, CRL (AT5G51020), which is implicated in pattern of cell division and MPK11 (AT1G01560), which influences differentiation and plastid division. 

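AML2 rose from 10.03 ± 0.48 in WT to 11.34 ± 0.05 in WT + PSY1 (log2 signal, SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.23, adjusted p = 0.0673) that was not called. Another probe of AML2 rose by 0.52. CRL rose from 12.65 ± 0.18 to 13.62 ± 0.06 (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.14, adjusted p = 0.059), which was not called either. MPK11 rose from 7.17 ± 0.20 to 8.27 ± 0.02 (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.12, adjusted p = 0.0252) that was called. With the slide as a block the adjusted p of MPK11 was 0.0726, and its call was kept in 9 of 21 alternative settings; leaving out any 1 array of WT or WT + PSY1 removed it. MPK11 was higher in untreated *psy1r* than in WT by 1.87 (adjusted p = 0.000627), a larger difference than its response to PSY1.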

The specific primers used for each gene are listed in Additional file 5: Table S5. The qRT-PCR results generally agreed with the microarray data, however quantitative differences in expression levels were observed. 

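The array signals of the 6 selected genes were set beside each other for each array. For each of them all WT + PSY1 arrays lay above all WT arrays, which are the arrays from which the paper chose them. In *psy1r*, the treated arrays lay above the untreated ones for AML2 and MPK11 and below them for CRL, and the groups overlapped for WVD2, 5PTASE11 and RALF35. The qRT-PCR values themselves were not analysed here.

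**Figure D1:**
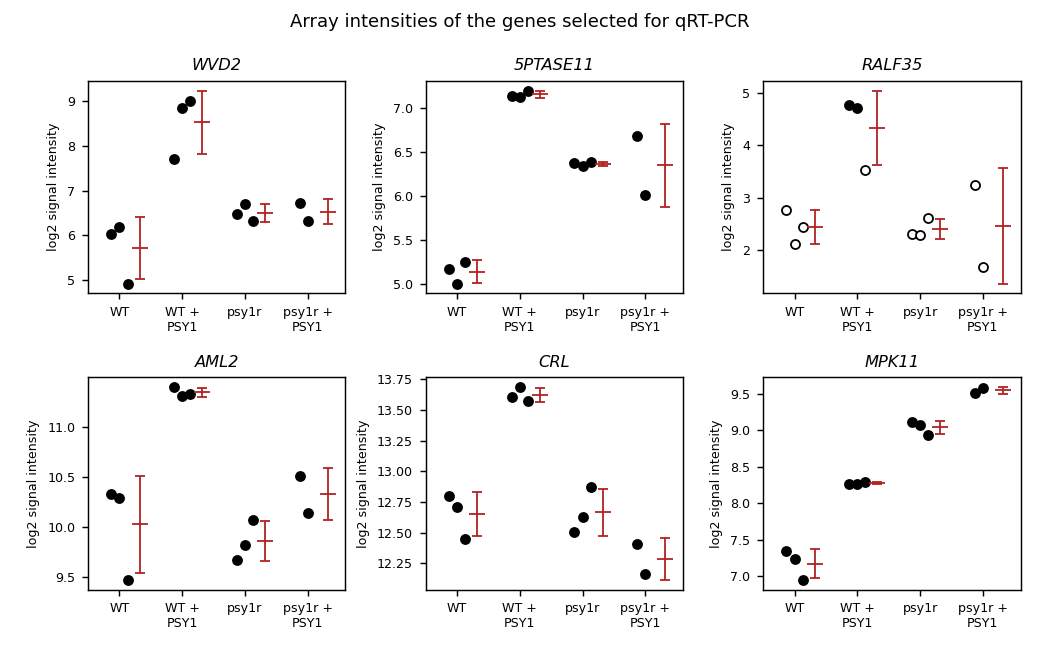
Normalized log2 signal of WVD2, 5PTASE11, RALF35, AML2, CRL and MPK11 on each of the 11 arrays, by group. Filled points were well above background and open points were not, and the red marks give the mean ± SD of each group; 5PTASE11 lies near 7.15 in WT + PSY1 and near 5.14 in WT.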

In our experiments, the microarray was found to be more sensitive than the qRT-PCR data (Figure 3). Importantly, the qRT-PCR confirmed the presence of two groups of PSY1 responsive genes, one group dependent on the presence of PSY1R, the other group independent of PSY1R.

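The difference between the response to PSY1 in *psy1r* and that in WT was tested directly as an interaction. Of the 6 genes selected for qRT-PCR, it was called for 5PTASE11 alone, at -2.03 on the log2 scale (standard error 0.25, adjusted p = 0.0429, and 0.138 with the slide as a block). That call was kept in 10 of 20 alternative settings. The response of 5PTASE11 in *psy1r* was -0.02. For WVD2 the interaction was -2.78 (adjusted p = 0.137), with a change of 0.03 after PSY1 treatment of *psy1r*. AML2 changed by 0.47 and CRL by -0.38 after PSY1 treatment of *psy1r*, neither of which was called. MPK11 rose by 0.50 in *psy1r* (adjusted p = 0.222), and its interaction was -0.60 (adjusted p = 0.241). CRL was lower in PSY1-treated *psy1r* than in PSY1-treated WT, with a log2 fold change of -1.34 (standard error 0.16, adjusted p = 0.00932); WVD2 differed there by -1.99 (adjusted p = 0.0428, and 0.0684 with the slide as a block).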

**Figure 3:**
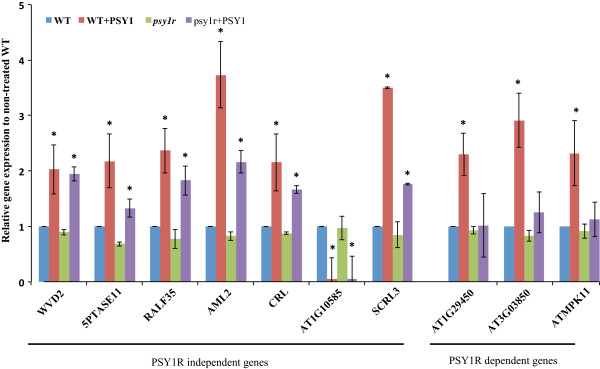
**Validation of microarray data through qRT-** **PCR of selected genes.** The transcript levels in plants were assessed following 4 h exposure of 10 nM of PSY1 to one-week-old plants. Relative gene expression levels were compared with wild type control (defined value of 1). The relative transcript levels were calculated from three independent biological replicates. * Indicates significance calculated among treatments using Tukey’s test (P < 0.05).

### Identification of enriched GO terms of differentially expressed genes in both plant lines

In order to identify enriched GO terms, an analysis of over-representing GO categories using AgriGO (Fisher’s exact test < 0.05) was conducted [19]. Over-representing GO terms were divided into Biological Processes (BP), Cellular Component (CC) and Molecular Function (MF). According to BP, 32 categories were significantly enriched in wild type after PSY1 treatment. To make it more simple and visual, the over-representing GO categories were drawn manually. These over-representing GO categories include response to hormone stimulus, regulation of biosynthetic processes and regulation of transcription (Figure 4A). 

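Gene families were tested with camera, a competitive test of gene sets in limma with a preset inter-gene correlation of 0.01, over 21773 loci and 12 families. The families were defined by words in gene symbols and synonyms, so a family can miss genes of its class. The 69 tested auxin-responsive or SAUR genes had a median log2 fold change of 0.31 after PSY1 treatment of WT, with 48 of them higher (adjusted p = 0.0153). Under fry, which estimates the correlation from the arrays, the adjusted p of this family was 0.0495, with the scaling by the 75th percentile it was 0.0252 and with the slide as a block 0.00489. One gene of this family, SAUR26 (AT3G03850), was called, with a log2 fold change of 1.16 (standard error 0.12, adjusted p = 0.0132, and 0.0596 with the slide as a block), and its call was kept in 13 of 21 alternative settings; leaving out any 1 array of WT + PSY1, or WT replicate 1 or 2, removed it. AT1G29450 rose by 1.21 (standard error 0.18, adjusted p = 0.062) and was not called. Defensins, 7 genes with a median of 1.08 and 5 of them higher, had an adjusted p of 0.0153 with camera and 0.0213 with fry.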

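Families of cell wall genes were tested with camera in WT + PSY1 against WT. The median log2 fold change was 0.08 over 28 expansins (adjusted p = 0.805) and did not keep its sign when scaled by the 75th percentile, where 14 of the 28 were higher. Pectinesterases (16 genes) had a median of 0.13 (adjusted p = 0.805), and xyloglucan-modifying enzymes (41 genes, 26 higher) a median of 0.15 (adjusted p = 0.335). Polygalacturonases (9 genes) had a median of -0.20 (adjusted p = 0.783), and arabinogalactan proteins, extensins and hydroxyproline-rich proteins (65 genes) a median of 0.10 (adjusted p = 0.179). Peroxidases (32 genes) had a median of -0.13. None of the expansins, pectinesterases, polygalacturonases, xyloglucan enzymes or arabinogalactan proteins was called in this comparison with limma, and 1 peroxidase, PRX52, was called lower.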

When looking at cellular components (CC), four significant enriched categories were observed with majority of genes localized to cell wall (Figure 4B). Cell wall loosening requires lowering of the apoplastic pH as well as structural changes such as breakage of load-bearing bonds through enzymes [20]. 

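The 100 genes named as transcription factors that entered the family test had a median log2 fold change of -0.19 after PSY1 treatment of WT, with 32 of them higher (adjusted p = 0.0153 with camera and 0.0123 with fry). Of 102 tested genes so named, 1 was called, and it was lower. These names miss some transcription factors, since 2 of those listed in Table S4 were called. The 52 genes of the family of GDSL enzymes, carboxylesterases and lipases had a median of 0.07, with 32 of them higher (adjusted p = 0.335 with camera and 0.456 with fry). The median of this family was 0.03 when scaled by the 75th percentile, and none of its genes was called in this comparison with limma. Table S4 lists 6 transcription factors for PSY1-treated WT, of which all 6 were lower and 2 were called.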

According to molecular functions, two over-represented GO categories were found namely transcription factor activity and carboxylesterase activity (Figure 4C). Esterases remove methyl groups from polysaccharides and can thereby cause breakage of polysaccharides [21]. This is suggested to be one of the mechanisms required for cell elongation [22–24], and would support a mechanism of PSY1-induced cell growth.

**Figure 4:**
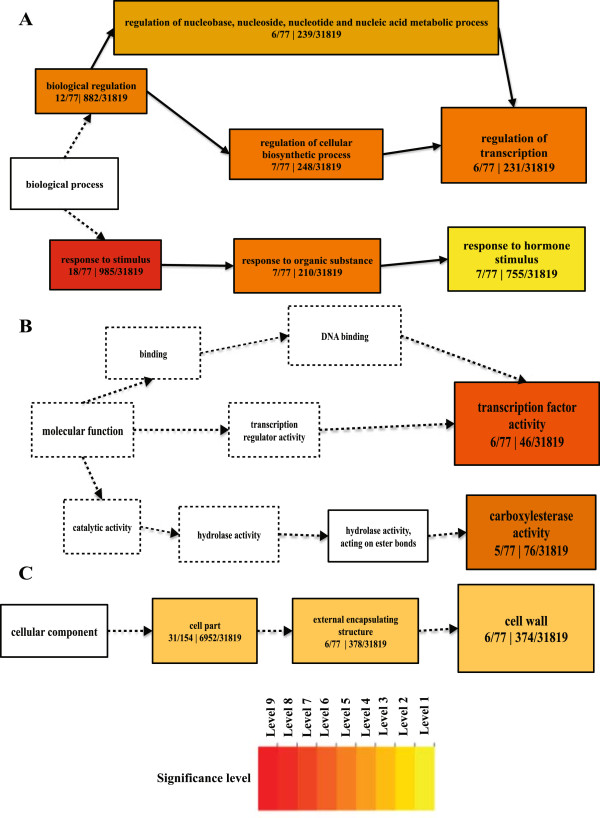
**GO-** **terms enrichments of differentially expressed genes in wild type after peptide PSY1 treatment.** The hierarchical graph of over-represented terms in Biological Processes **(A)**, Molecular Function **(B)** and Cellular Component **(C)** by Singular Enrichment Analysis (SEA) using AgriGO. Boxes in the graph represent GO term labeled by their GO ID, term definition and statistical information. The significant term (adjusted P < 0.05) is marked with color while non-significant terms are shown as white boxes. The boxes contain GO term labeled by their definition and numbers represent differentially expressed genes of a category divided by known total number of genes involved in specific GO term. The color-coding of a box represents the significance level. Solid, dashed and dotted lines represent two, one and zero enrichment terms at both ends connected by line, respectively. The rank direction of graph runs from left to right.

A functional enrichment study of differentially expressed genes in the *psy1r* mutant plants revealed that 52 GO terms were significantly enriched. The most prominent enriched functions in BP were response to stimuli, regulation of transcription, metal ion transport, flower development and response to abscisic acid stimulus (ABA) (Figure 5A). 

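Table S4 lists 18 transcription factors for *psy1r*, 17 of which were tested. Of these, 4 were higher and 13 lower in *psy1r* than in WT, and 12 were called. Over the 100 genes named as transcription factors in the reference, the median log2 fold change between *psy1r* and WT was -0.11 (adjusted p = 0.448 with camera and 0.0487 with fry). The only family of the 12 that passed the limit with camera in this comparison was that of the defensins, with a median of 1.61 over 7 genes (adjusted p = 0.0170 with camera, 0.0547 when scaled by the 75th percentile and 0.196 with the slide as a block).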

Response to stimuli and regulation of transcription are believed to happen through perception of PSY1 peptide by the receptor PSY1R as extracellular signals mediate specific cellular functions by triggering a signaling cascade that result in modulation of transcription factor activity [25]. 

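Between *psy1r* and WT, AT5G26690 had a log2 fold change of -2.28 (standard error 0.29, adjusted p = 0.0128), and 1 of 3 *psy1r* arrays was well above background. FRU (AT2G28160) changed by -1.19 (standard error 0.20, adjusted p = 0.0359), whereas another probe of FRU changed by -0.80 and was not called. COPT2 (AT3G46900) rose by 0.99 (standard error 0.12, adjusted p = 0.0118), just short of the limit of 2-fold, and another probe of COPT2 rose by 1.75 (adjusted p = 0.0555). AT3G48970 changed by -1.72 (standard error 0.25, adjusted p = 0.021, and 0.0531 with the slide as a block). AT5G52710 rose by 2.10 (standard error 0.23, adjusted p = 0.00692), and 1 of 3 WT arrays was well above background. The calls of FRU and AT3G48970 were each kept in 10 of 21 alternative settings, that of AT5G26690 in 14 of 20 and that of AT5G52710 in 18 of 20. Leaving out WT replicate 1 removed the calls of FRU, AT3G48970 and AT5G26690.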

Other significant enriched terms are metal ion transport genes (AT5G26690, AT2G28160, AT3G46900, AT3G48970 and AT5G52710) mainly involved in copper and iron transport. Both iron and copper transporters contribute to root elongation of *Arabidopsis thaliana*[26, 27]. The metal ion transport GO term’ is also found in the *psy1r* mutant plants. The GO term “response to abscisic acid stimulus” is enriched in *psy1r* mutant plants. Abscisic acid is involved in various processes including biotic and abiotic stress responses. 

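LECRKA4.1 (AT5G01540) was higher in *psy1r* than in WT by a log2 fold change of 1.56 (standard error 0.11, adjusted p = 0.000691). COR413IM1 (AT1G29395) changed by -1.62 (adjusted p = 0.00951) and MYB112 (AT1G48000) by -1.16 (adjusted p = 0.00689). AT3G28580 rose by 1.20 (adjusted p = 0.0714) and DR4 (AT1G73330) by 0.90 (adjusted p = 0.139), and neither was called. Both were called in PSY1-treated *psy1r* against PSY1-treated WT, at 1.78 and 1.73. The call of LECRKA4.1 was kept in 20 of 21 alternative settings, that of MYB112 in 18 and that of COR413IM1 in 17, the last of which was lost without WT replicate 1 or 2.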

A number of the differentially expressed genes (AT5G01540, AT3G28580, AT1G29395, AT1G73330 and AT1G48000) have previously been found to exhibit a negative regulation on abscisic acid response during growth [28]. Recently Mosher *et al*. (2013) found an involvement of PSY1R in plant defense [18]. This effect may be caused by changes in ABA levels, since ABA has profound roles in modulating diverse plant-pathogen interactions mediated by cross talk with the jasmonic acid and salicylic acid signal pathways [29]. Genes found in the *psy1r* mutant plants involved in GO term “flower development” (AT4G16280, AT5G67060, AT1G24260, AT4G01500 and AT3G50330) are mainly involved in promotion of transition of vegetative meristem to reproductive development, carpel formation and ovule development [30–32]. 

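HEC1 (AT5G67060) was lower in *psy1r* than in WT by a log2 fold change of -1.60 (adjusted p = 0.00262) and HEC2 (AT3G50330) by -1.30 (adjusted p = 0.0189). FCA (AT4G16280) changed by -1.09 (adjusted p = 0.0200) on 1 probe and by -0.15 on another that was not called. SEP3 (AT1G24260) rose by 1.54 (adjusted p = 0.0292) and by 1.90 on a second probe. NGA4 (AT4G01500) changed by -1.31 with an adjusted p of 0.157, with 1 of 3 *psy1r* arrays well above background, and was not called. Only the call of HEC1 was kept when any 1 array was left out; those of HEC2, FCA and SEP3 were lost without WT replicate 1, among others, and were kept in 13, 11 and 12 of 21 alternative settings. Of the 8 flower development genes that Table S4 lists for *psy1r*, 7 were called, 3 higher and 4 lower. Among the higher ones, AT1G17960 was not called with the slide as a block (adjusted p = 0.0617).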

According to cellular component (CC), over-representing GO term found in the *psy1r* mutant plant is nucleus (Figure 5B). This is not surprising due to the increase in transcription factor activity occurring in the nucleus. According to molecular functions (MF), 22 categories were significantly enriched. The most significant enriched functions were ion binding followed by transcription factor activity, kinase activity and ATP binding (Figure 5C). These molecular function GO terms make sense in *psy1r* mutant plants due to PSY1R role in these functions and being a receptor of peptide PSY1.

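The 516 genes named as kinases in the family test had a median log2 fold change of -0.01 between *psy1r* and WT, with 253 of them higher (adjusted p = 0.648 with camera and 0.738 with fry). For the 129 phosphatases the median was 0.02, with 67 of them higher (adjusted p = 0.648 with camera).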

**Figure 5:**
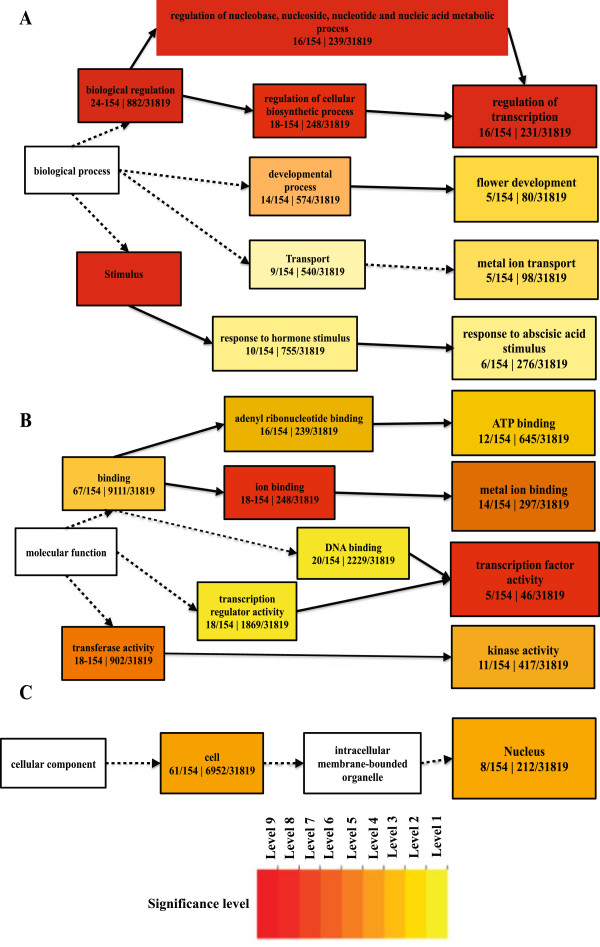
**GO-** **terms enrichments of differentially expressed genes in receptor knockout** **(** ***psy1r*** **)** **plants.** The hierarchical graph of over-represented terms in Biological Processes **(A)**, Molecular Function **(B)** and Cellular Component **(C)** by Singular Enrichment Analysis (SEA) using AgriGO. Boxes in the graph represent GO term labeled by their GO ID, term definition and statistical information. The significant term (adjusted P < 0.05) is marked with color while non-significant terms are shown as white boxes. The boxes contain GO term labeled by their definition and numbers represent differentially expressed genes of a category divided by known total number of genes involved in specific GO term. The color-coding of a box represents the significance level. Solid, dashed and dotted lines represent two, one and zero enrichment terms at both ends connected by line, respectively while color line represents negative correlation to the enrichment level of term. The rank direction of graph runs from left to right.

In the PSY1-treated *psy1r* mutant plants, 62 GO terms were found according to biological component (BP) and these numbers were higher in the PSY1-treated *psy1r* mutant plants than in untreated *psy1r* mutant plants. 

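In PSY1-treated *psy1r* against PSY1-treated WT, the 69 auxin-responsive or SAUR genes had a median log2 fold change of -0.23, with 22 of them higher (unadjusted p = 0.0197 from camera, adjusted p = 0.236, and adjusted p = 0.133 with fry). Of these genes 4 were called, all lower in *psy1r*. In untreated *psy1r* against untreated WT the median was -0.03, with 31 of the 69 higher, and 2 were called, both lower.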

GO terms lacking in the untreated *psy1r* mutant is “response to auxin stimulus” and “cellular amino acid metabolic processes”. No differences were observed according to cellular component. When comparing molecular function GO terms of PSY1-treated and untreated *psy1r* plants, most prominent difference is the carboxylesterase activity observed in peptide-treated plants. This enzyme activity is completely absent in the untreated mutant plant line. These differences encouraged a more comprehensive analysis of differentially expressed genes in the two plant lines.

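Of the 52 genes of GDSL enzymes, carboxylesterases and lipases, 2 were called in PSY1-treated *psy1r* against PSY1-treated WT, both lower, and 1 was called in untreated *psy1r* against untreated WT, which was higher. The median log2 fold change of the family was 0.01 in the treated comparison (adjusted p = 0.879) and -0.001 in the untreated one (adjusted p = 0.648), and both signs changed when scaled by the 75th percentile.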

### Receptor dependent and independent response to peptide PSY1

In order to compare the affected genes Venn diagrams were drawn. The diagrams provide a comparison of differentially expressed genes in all three treatments (Figure 6A). The diagrams illustrate that some differentially expressed genes are common among treatments and some solely expressed in one treatment but absent in other treatments. Additionally a simplified comparison is made between peptide-treated wild type and peptide-treated *psy1r* mutant plants (Figure 6B). It revealed that PSY1 does trigger a response even in the absence of PSY1R, suggesting the existence of two parallel responses, named as a) PSY1R-independent response and b) PSY1R-dependent response. 

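Among the loci called in the 3 comparisons, 4 were called in all of them. WT + PSY1 against WT shared 6 loci with *psy1r* against WT, and the 7 shared probes changed in the same direction. It shared 7 loci with *psy1r* + PSY1 against WT + PSY1, and 9 of the 10 shared probes changed in opposite directions. In each of these pairs the same arrays serve both comparisons, so 100 simulated sets of unchanged groups that share those arrays were drawn. The simulated sets gave a median of 3 shared loci (range 1 to 8) for the first pair and of 4 (range 0 to 10) for the second, and 16 and 13 of the 100 sets had as many as observed. With unadjusted p, the numbers of shared loci were 130 and 218, and 0 of the simulated sets had as many. Called in a single comparison were 5 loci for WT + PSY1 against WT, 105 for *psy1r* against WT and 574 for *psy1r* + PSY1 against WT + PSY1.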

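The comparison of PSY1-treated with untreated *psy1r* (2 arrays against 3) measures the response to PSY1 without PSY1R. In it, 17 probes of 13 loci were called with limma, 8 higher and 9 lower, and 637 probes passed both limits without adjustment of p. With the slide as a block 3 probes were called, all of them among the 17. The number ranged from 1 (without WT + PSY1 replicate 1) to 232 (without *psy1r* + PSY1 replicate 1) when 1 array was left out. The probes called in both fits were those of IRT1 (AT4G19690), at least 9.48-fold higher, AT5G45120, at least 6.41-fold higher (4.00-fold without *psy1r* + PSY1 replicate 3), and AT4G09210, at least 2.76-fold higher after PSY1 treatment. These transcripts were well above background on both *psy1r* + PSY1 arrays and on no *psy1r* array. SRO4 (AT3G47720) had the largest fall measured in both groups, with a log2 fold change of -2.78 (adjusted p = 0.0181) on 1 probe and -2.58 (adjusted p = 0.0127) on another, and was not called with the slide as a block.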

The genes that responded to PSY1 in both plant lines belongs to the PSY1R-independent response, while the PSY1R dependent response consists of genes that are differentially expressed as response to PSY1 only in the presence of the receptor PSY1R. The PSY1R-receptor independent response includes 46 genes expressed in both plant lines after PSY1 treatment (Figure 6B). 

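The 75 loci listed for WT + PSY1 against WT in Table S1 were followed in *psy1r*, where 68 of them were tested. These loci were chosen by the paper without the *psy1r* arrays, while the part shared with Table S3 was chosen with the *psy1r* + PSY1 arrays. Each log2 fold change was given the sign that the locus has in Table S1. In WT the median response was 1.14, with 64 loci in the direction of Table S1 and 4 in the other. In *psy1r* the median of PSY1-treated against untreated plants was 0.04, with 38 loci in the direction of Table S1 and 30 in the other, and fry, a self-contained test of gene sets in limma, gave no difference from 0 at the level of 0.05. This median joins 2 unlike parts: of the 45 loci listed as up 32 rose in *psy1r*, and of the 23 listed as down 17 rose as well, against their listed direction (a split made after the values were seen). For the 36 tested loci that Tables S1 and S3 share, which correspond to the group that the paper names PSY1R-independent, the median response was 1.21 in WT and -0.03 in *psy1r* (17 in the direction of Table S1 and 19 in the other). For the other 32 loci it was 1.11 in WT and 0.14 in *psy1r* (21 and 11), and neither part passed that level. The last value was 0.27, with 27 loci in the direction of Table S1, without *psy1r* + PSY1 replicate 3, and 0.20 with array weights, and in both settings it passed the level of 0.05. Some loci were measured in only one group, 6 of the 68 in WT and 3 in *psy1r*, and 5 were measured in neither group of *psy1r*; with the first at the lowest change that background allows and the last left out, the medians were 1.14 over 68 loci and 0.04 over 63. Over all tested loci 58.1% of the log2 fold changes in *psy1r* were positive. The loci of Table S1 were chosen by the paper for their change on these same WT arrays, so a larger median change in WT than in *psy1r* over these loci can come from that choice alone. From the genes that appear in both lists after PSY1 treatment, the paper concludes that PSY1 triggers a response in the absence of PSY1R and names these genes the PSY1R-independent response, while the genes that respond only with the receptor form the PSY1R-dependent response.

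**Figure D2:**
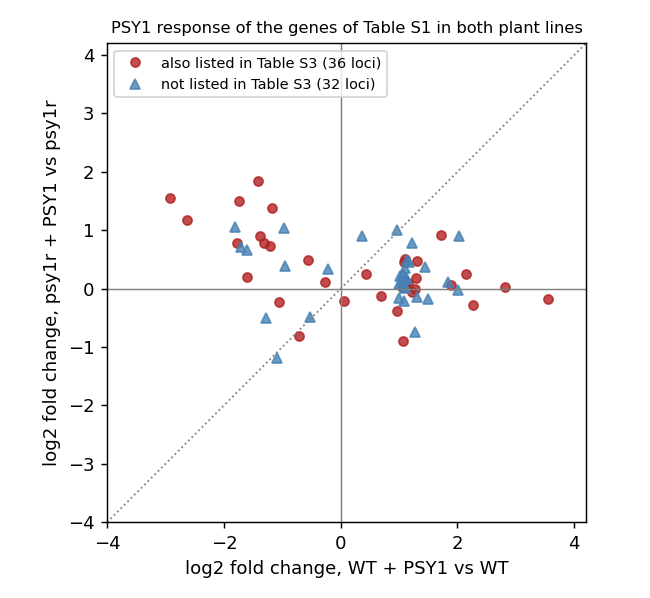
Log2 fold change of WT + PSY1 against WT (horizontal) and of *psy1r* + PSY1 against *psy1r* (vertical) of the 68 tested loci of Table S1. Red circles are the 36 loci also listed in Table S3 and blue triangles the other 32, the dotted line marks equal changes, and the vertical values have a median of 0.11 for the 45 loci listed as up and of 0.71 for the 23 listed as down.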

There could be two possible reasons for transcripts expression in *psy1r*-independent response. The first one might be due to absence of natural receptor PSY1R, PSY1 binds to a low affinity receptor that capable of activating another signaling cascade results in transcripts expression. Alternatively, second one may explain that the addition of exogenous PSY1 peptide in the presence of endogenous PSY1 may cause homeostatic disturbance and a parallel signaling cascade is initiated. Nevertheless, a clear response is observed after exogenous peptide treatment.

**Figure 6:**
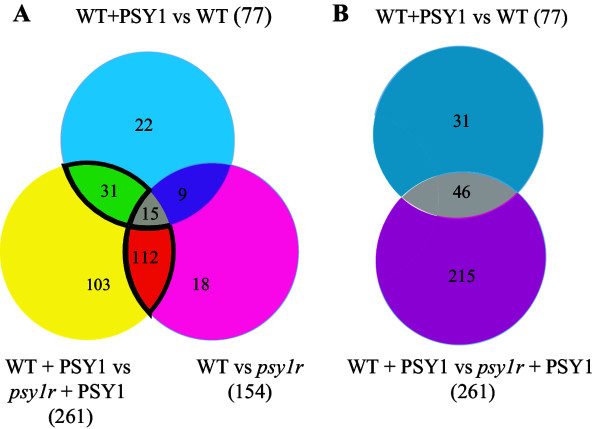
**Comparison among differentially expressed genes in both plant lines with and without peptide treatment. A)** Venn diagram comparing differentially expressed genes in all three treatments. Genes marked “Bright green” are common between both plant lines after PSY1 treatment, genes marked “gray” are differentially expressed in all three treatments. Genes marked with “violet color” are common between peptide-treated wild type and untreated *psy1r* mutant plants. Genes marked with “yellow”, “blue color” and “pink color” are solely expressed in one treatment but absent in the other treatments. The 112 genes marked with “orange” are common between treated and untreated *psy1r* mutant plants. **B)** Venn diagram of PSY1-responsive genes. Grey: genes differentially expressed in both plant lines after PSY1 treatment, blue and pink represents genes induced in wild type and in *psy1r* mutant plants, respectively, after PSY1 exposure.

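The *psy1r* against WT and the *psy1r* + PSY1 against WT + PSY1 comparisons, which share no array, had 68 called loci in common, of which 64 were not called in WT + PSY1 against WT. Of the 83 shared probes, 79 changed in the same direction. Simulated sets of unchanged groups gave a median of 25.5 shared loci (range 17 to 35 over 100 sets), and 0 of the sets had as many as observed. With unadjusted p the comparisons shared 286 loci.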

Interestingly, when analyzing the over-represented GO categories it is found that the PSY1R-independent pathway represents the cell wall modifications (hydrolase activity), while the PSY1R-dependent pathway represents the response to stimuli, regulation of transcription, metal ion transport, flower development and response to abscisic acid stimulus.

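For the response of *psy1r* to PSY1, the families of cell wall genes were tested in *psy1r* + PSY1 against *psy1r* with camera. The arabinogalactan proteins, extensins and hydroxyproline-rich proteins had a median log2 fold change of 0.17, with 47 of 65 genes higher (adjusted p = 0.0985 with camera and 0.532 with fry, and 0.0419 with the slide as a block). The median of the xyloglucan enzymes was 0.07 over 41 genes, with 24 of them higher (adjusted p = 0.582), and that of the GDSL enzymes, carboxylesterases and lipases 0.17 over 52 genes, with 33 of them higher (adjusted p = 0.582). No gene of these 3 families was called in this comparison with limma. The 32 peroxidases had a median of 0.12, with 22 of them higher (adjusted p = 0.582; the median was -0.02 when scaled by the 75th percentile), and 1 peroxidase, PRX52, was called higher, at 1.49 (adjusted p = 0.0446, and 0.108 with the slide as a block).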

### Identification of light-responsive *cis* elements in promoters of differentially expressed genes

A search for common elements (*cis* elements) in the PSY1 affected genes was carried out using the Promomer tools in the Botany Array Resource [33]. The Promomer tools use alignment of sequences of genes and enumerative method to find motifs. We searched for over-represented 6-bp motifs in the 1-kb upstream promoter region (Table 1). The data indicated that all putative motifs are TA rich. It is known that TA rich sequences in the core promoter region act in promoting or repressing genes at the transcriptional level [34]. The highly significant motifs include TATATA and TGTATA (Table 1), which are a part of the light regulatory motif (TGTATATAT). The TGTATATAT motif was previously shown to be involved in the network of light regulated genes [35]. This motif is found in the promoter region of 14 genes of *psy1r* mutant plants and in only two PSY1-responsive gene promoters in wild type plants, accounting for 9% and 2% of all differentially expressed genes, respectively (Table 1). 

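Of the 14 genes listed with the light regulatory motif, 13 had a probe with a matched locus, and no probe was matched to RXW8. Between *psy1r* and WT, 6 of the 13 were called on the probe with the highest mean signal. PRX52 changed by a log2 fold change of -2.47 (adjusted p = 0.000614), OFP16 by -1.87 (adjusted p = 0.0148), SWEET12 by -1.75 (adjusted p = 0.0219) and ICS2 by -1.65 (adjusted p = 0.00341). AT1G23205 rose by 1.59 (adjusted p = 0.0336) and AT5G46080 by 1.06 (adjusted p = 0.0171). AT3G62990 and NHL3 were called only on a second probe, at -1.22 (adjusted p = 0.0118) and 1.08 (adjusted p = 0.0266), with -0.88 and 0.34 on the probe with the highest mean. KNATM changed by -1.08 (adjusted p = 0.0656), NGA4, well above background on 1 of the 3 *psy1r* arrays, by -1.31 (adjusted p = 0.157), and AT5G21910 changed by -0.66 (adjusted p = 0.11). CYP82C2 was well above background on no WT array and on 1 of the 3 *psy1r* arrays, and was not called (adjusted p = 0.139). Longifolia 1 (LNG1) changed by -0.31 (adjusted p = 0.48). The calls of PRX52 and ICS2 were kept in 20 and 19 of 21 alternative settings and with any 1 array left out, while those of OFP16, SWEET12, AT1G23205 and AT5G46080 were lost without WT replicate 1, among others.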

The fourteen genes of *psy1r* mutant plants containing the light regulatory motif in the promoter region are: Isochorismate synthase 2 (ICS2, AT1G18870), Knox *Arabidopsis thaliana* meinox (KNATM, AT1G14760), RXW8 (AT1G58520), AT1G23205, Ovate family protein 16 (OFP16, AT2G32100), AT3G62990, Cytochrome P450 (CYP82C2, AT4G31970), NGA4 (AT4G01500), Peroxidase 52 (PRX52, AT5G05340), Sweet 12 (AT5G23660), AT5G46080, NDR1-like 3 (AT5G06320), Longifolia 1 (AT5G15580) and AT5G21910. The Longifolia 1 is known to regulate longitudinal cell elongation in *Arabidopsis thaliana*[36]. The finding of TGTATATAT in differentially expressed genes of *psy1r* mutant plants may suggest an involvement of PSY1R in light response. A separate experiment was conducted in order to test if *psy1r* knockout plants react differently to the lack of light. Elongation of hypocotyls of etiolated *psy1r* plants was analyzed after 5 days of growth. Comparison of hypocotyls of dark- grown plants revealed shorter hypocotyls in *psy1r* mutant plants compared to wild type (Figure 7). These results also support the view that PSY1R contributes to hypocotyl cell elongation in response to light.

**Table 1:** **Putative** ***cis***-**regulatory motives statistically over**-**represented in the promoters of differentially expressed genes**

Motif	PSY1 responsive genes in wild type (77 genes)				Differentially expressed genes in ***psy1r*** mutant plants (154 genes)				Differentially expressed genes in PSY1 treated wild type plants compared to PSY treated ***psy1r*** mutant plants (261 genes)			
	Hits out of 77 genes	%	Z-score	p-value	Hits out of 154 genes	%	Z-score	p-value	Hits out of 261 genes	%	Z-score	p-value
**TATATA**	58	75	2.1	0.05	141	92	5.7	0.001	221	85	3.6	0.001
**AAAATA**	75	97	2.0	0.05	149	97	3.6	0.001	256	98	3.5	0.001
**AAAATT**	74	96	2.0	0.05	148	96	1.4	ns	254	97	2.6	0.005
**AATAAA**	76	99	1.7	0.05	148	96	3.1	0.001	253	97	3.8	0.001
**TGTATA**	53	68	1.7	0.05	114	74	3.0	0.001	199	76	3.2	0.001
**TGTATATAT**	2	2	ns	ns	14	9	ns	ns	21	8	ns	ns

These sequences have been obtained using the programs Promomer (http://bar.utoronto.ca/ntools/cgi-bin/BAR_Promomer.cgi) and Motif Analysis (TAIR). Z-scores and p-values are those calculated by the corresponding program (Promomer or Motif Analysis).

**Figure 7:**
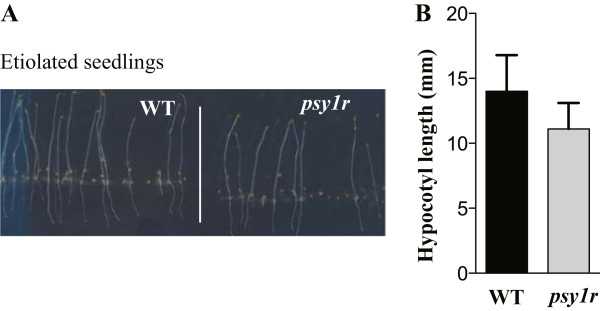
**Wild type** (**WT**) **and** ***psy1r*** **mutant seedlings grown for 5 days in the dark. A)** Seeds of wild type and *psy1r* mutant plants were grown ½ MS + 1% sucrose agar plates. Results are average ((±SE) of minimum of 92 hypocotyls (Wt n = 108, *psy1r* n = 92 analyzed per genotype (P < 0.001 ANOVA, Tukey test). **B)** Hypocotyl length (mm) of representative WT and *psy1r* mutant plant grown in dark.

## Conclusions

Small signaling peptides perceived by receptors are situated in specific cells to control growth and development by eliciting a vast array of physiological responses. PSY1 is a secreted peptide and its action is dependent on a receptor PSY1R that triggers a signaling cascade leading to cell elongation. However, the targets of this signaling pathway are yet to be studied in detail. Our work revealed that addition of exogenous PSY1 leads to transcription of cell wall modifying enzymes, enzymes that might contribute to the loosening of the cell wall during elongation. Two parallel responses to PSY1 were found to exist (PSY1R-dependent and PSY1R-independent). This could suggest that other receptors for PSY1 peptides exist within the plant. PSY1-responsive genes encode several genes localized in cell wall that regulate carboxylestrase activity, while differentially expressed genes in *psy1r* mutant plants largely were localized to the nucleus with molecular function of ion binding and transcription factor activity. A major part of PSY1-responsive genes were involved in cell growth, cell differentiation and catabolic processes. Genome wide gene expression profiling based on GO revealed that most differentially expressed genes were involved in cellular functions and response to stimuli. This suggests a crosstalk between developmental cues and environmental stimuli. A promoter analysis revealed a specific *cis*-element present in 9% of the differentially expressed genes of *psy1r* mutant plants. This element has previously been found in genes regulated by light. Elongation growth of hypocotyls is closely linked to light and one can speculate that PSY1R is involved in the regulation of light response.

## Methods

### Plant material and growth conditions

Experiments with *Arabidopsis thaliana* were performed on ecotype Columbia-0. Twenty-five milligram (mg) of seeds of two plant lines (wild type and *psy1r* knockout) were surface sterilized in a micro-centrifuge tube by treating them with ethanol and subsequently Klorin containing 0.2% tween for 10 min. Seeds were then washed again with ethanol for 10 min and rinsed with sterile water twice before subjecting them to imbibition and stratification at 4°C for three days. After stratification, seeds of the two plant lines were grown hydroponically.

Nutrient solution of hydroponic culture containing half strength of Murashige and Skoog medium (MS) with 1% (w/v) sucrose was prepared (pH 5.7, KOH) and sterilized by autoclaving. The stratified seeds of the two plant lines were grown in 500 mL-conical flasks containing 250 mL nutrient solution. Flasks were placed in a growth chamber on a shaker at 180 rpm under continuous light and sterilized conditions. The purified, natural PSY1 was obtained from Yoshikatsu Matsubyashi Lab, National Institute for basic biology, Japan and PSY1 applied to seedlings as described by Amano et al [16]. After one week, plants were treated with the PSY1 peptide at 10 nM concentration for 4 hrs and then transferred into liquid nitrogen and stored at -80°C until RNA extraction.

### RNA extraction and microarray

Total RNA was extracted from three biological replicates of 25 mg seedlings grown in hydroponic culture in sterile conditions using the RNeasy Plant mini kit (Qiagen). RNA integrity was assessed using an Agilent 2100 Bioanalyser with RNA 6000 Nano Assay (Agilent Technologies) and was processed for use on Arabidopsis (V4) Gene Expression Microarray (Agilent Technologies). Arabidopsis (V4) Gene Expression Microarray was used for RNA analysis according to manufacturer’s detail (Design ID: 21169, G2519F; Agilent Technologies, Palo Alto, CA, USA). Briefly, 200 ng of total RNA containing RNA spiked in Mix was reverse transcribed in to cDNA that was then *in vitro* transcribed into cRNA, labeled with cyanine 3-CTP using Agilent Low RNA Input Linear Amp Kit (Agilent Technologies). The Agilent RNA spike-in control targets are a set of 10 *in vitro*-synthesized poly-adenylated transcripts derived from the adenovirus E1A gene used to monitor the labeling reactions and the microarray performance. For labeled cRNA purification, 84 μl sterile H_2_O, 350 μl RLT buffer from Qiagen RNAeasy Mini Kit (Qiagen Technologies), and 250-μl EtOH were added. The purification steps followed the protocol described by the manufacturer.

After obtaining the required cRNA yield and incorporation rate of fluorescent dye cyanine 3-CTP, a hybridization step was carried out simultaneously for all three biological repeats. Hybridizations were carried out in Agilent’s SuperHyb Hybridization Chambers (Agilent Technologies) containing 5 μg of cyanine 3-labeled linearly amplified cRNA. The hybridization reaction was performed at 65°C for 17 hours using the Agilent DNA microarray hybridization oven (Agilent Technologies), following procedures described in the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. The hybridized microarrays were disassembled in Agilent Gene Expression Wash Buffer 1 (Agilent Technologies) and then washed with the same buffer for 1 min at room temperature, followed by washing with Gene Expression Wash Buffer 2 for one min at 37°C. The microarrays were then scanned immediately using the Agilent DNA Microarray Scanner (Agilent Technologies). The images generated were analyzed with Agilent Feature Extraction Software. The raw data of hybridization was imported into the microarray analysis software GeneSpring 11.5 (Agilent Technologies). Normalization and background intensity determination for each feature performed using the Robust Multiarray Average summarization algorithm, as described by Irizarry et al. [37]. Genes were considered differentially regulated if their normalized expression value was significantly different from the control (*P* < 0.05). One-way ANOVA with Benjamini Hochberg multiple testing corrections (false discovery rate of 0.05) was used to identify genes differentially regulated between treatment groups. Genes exhibiting more than a 2-fold enhanced or reduced transcription level in three independent experiments were considered to show significant alterations in expression.

### Real time PCR

Aliquots of RNA samples used for the microarray analysis were also analyzed by real-time RT-PCR. Reverse transcription (RT) was performed with 2 μg of total RNA to obtain cDNA with SuperScript II and Oligo (dT)12-18 (Invitrogen) as the primer in a 20 μl reaction volume. Each cDNA sample was diluted 1:4 in sterile ddH2O, and 1 μl of this dilution was used as template for qPCR. Primers for the PCR reactions were designed by Beacon Designer™ to have a Tm of ~ 60°C and an optimal annealing temperature of 53–55°C with the length of the amplicons between 120 and 300 bp. Real-time PCR was performed with DyNAmo™ Flash SYBR® Green qPCR Kit (Qiagen) in 20 μL reactions according to manufacturer’s instruction. Each PCR reaction contains 5 μl of diluted cDNA (100 ng), 5 μl (0.5 μM) of both primers and 10 μl of DyNAmo™ Flash SYBR® Green master mix. The initial denaturing time was 7 min at 95°C, followed by 45 cycles consisting of 95°C for 10 s, 57°C for 15 s, 68°C for 30 s and 75°C for 1 s with a single fluorescence measurement. Then it was held at 60°C for 60s. A melting curve analysis of the generated products (65°C–95°C with a heating rate of 1°C s^-1^ and a continuous fluorescence measurement) was performed after the PCR cycles.

*ACT2* (AT3G18780) was selected as a valid housekeeping gene since the expression of *ACT2* did not change significantly in plant lines treated with the PSY1 peptide compared to untreated plant lines (Additional file 6: Figure S1). In addition to this, no significant changes in expression of *ACT2* could be observed in the microarray data further demonstrating that the *ACT2* expression is unaffected by the PSY1 peptide treatment. For relative quantification, amplification efficiencies (E) for primer set targeting each gene were determined in the following way: an aliquot of cDNA transcribed from 5 μg of total RNA was diluted with sterile ddH_2_O to 10^-1^, 10^-2^ and 10^-3^. Standard curves for each gene were performed using the undiluted and diluted cDNA to cover the range of all template concentrations. The specific primers for each gene were used. Gene-specific PCR efficiency was used to calculate the expression of target genes relative to the expression of *ACT2* reference gene. The ∆CT value was calculated as follows: ∆CT (target genes) = CT (target gene)- CT (Reference gene), where CT is the cycle number at which PCR product exceeded a set threshold. Relative transcript level (RTL) was calculated through = 1× 2^-∆CT^.

### Gene ontology

Gene ontologies were analyzed for term enrichment using the AgriGO Single Enrichment Analysis tool with TAIR10 GO annotation (http://bioinfo.cau.edu.cn/agriGO/). GO enrichment was performed in AgriGO (FDR correction and Fisher’s exact test < 0.05) using the whole *Arabidopsis* genome as the background/reference.

### Hypocotyl length measurements in dark grown plants

Seedlings of *psy1r* and wild type plants were grown on MS medium (0.8% (w/v) agar and 1% (w/v) sucrose) at 22°C for 5 days. Seedlings were transferred to transparencies, scanned and measured using the application ImageJ for hypocotyl length measurements.

### Availability of supporting data

The data sets supporting the results of this article are included within the article (and its additional files along with list of genes). Raw microarray data were deposited to GEO public database and available under the accession number “GSE55684”. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55684).

## Electronic supplementary material

Additional file 1: Table S1: List of genes that were differentially expressed in wild type plants after PSY1 treatment. Genes were identified using the criteria; P < 0.05 and fold change >2 or < -2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR < 0.05) between control and peptide PSY1 treated wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression values.

Additional file 2: Table S2: List of all genes differentially expressed in *psy1r* mutant plant compared to wild type plants. Genes were identified using the criteria; P < 0.05 and fold change >2 or < -2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR < 0.05) between *psy1r* mutant plants and wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression values.

Additional file 3: Table S3: List of genes differentially expressed in PSY1-treated *psy1r* mutant plants compared to peptide treated wild type plants. Genes were identified using the criteria; P < 0.05 and fold change >2 or < -2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR < 0.05) between PSY1 treated *psy1r* mutant plants and PSY1 treated-wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression values.

Additional file 4: Table S4: Functional grouping of genes showing differential transcript expression in different treatments. Gene ontology (GO) enrichment was performed in AgriGO (FDR correction and Fisher’s exact test < 0.05) using the whole *Arabidopsis* genome as the background/reference.

Additional file 5: Table S5: Primers used for RT-PCR validation of selected genes identified by microarray after PSY1 treatment in wild type plants.

Additional file 6: Figure S1: The *ACT2* (At3g18780) gene expression. The expression of *ACT2* was not significantly altered in both plant lines treated with the PSY1 peptide compared to the untreated plant lines. The significance level was tested among three independent biological replicates (n = 3). The scale bars represent standard error (S.E) among three biological samples.

## Abbreviations

PSY1: Plant peptide containing sulfated tyrosine 1
PSY1R: Receptor of plant peptide containing sulfated tyrosine 1
RNA: Ribonucleic acid
LRR-LK: Leucine rich repeat receptor like kinase
GO: Gene Ontology
RT-PCR: Real time polymerase chain reaction
WVD2: Wave dampened2
BP: Biological processes
CC: Cellular component
MF: Molecular function
ABA: Abscisic acid
MS: Murashige and Skoog medium
RT: Reverse transcription
RTL: Relative transcript level
SEA: Singular enrichment analysis
ANOVA: Analysis of variance.

# Supplementary material for: Analysis of peptide PSY1 responding transcripts in the two Arabidopsis plant lines: wild type and psy1r receptor mutant
**Source:** BMC Genomics. 2014 Jun 6;15(1):441. doi: 10.1186/1471-2164-15-441
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: List of genes that were differentially expressed in wild type plants after PSY1 treatment. Genes were identified using the criteria; P < 0.05 and fold change >2 or < -2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR < 0.05) between control and peptide PSY1 treated wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression values.

**Supplementary table 1: List of genes that were differentially expressed in wild type plants after PSY1 treatment**

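Table S1 lists probes with the fold change between PSY1-treated and untreated wild type plants. It covers 75 loci, of which 68 were tested here, and 64 of these changed in the direction that the table gives. The change was over 2-fold for 53 of them, and 52 also had an unadjusted p below 0.05. With limma 11 of the loci were called over all tested probes, and 52 when p was adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The correlation across loci between the log2 fold changes of the table and those of the re-analysis was 0.965, and genes are not independent replicates.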

Genes were identified using the criteria; P<0.05 and fold change >2 or <-2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR<0.05) between control and peptide PSY1 treated plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression.

# Supplementary material for: Analysis of peptide PSY1 responding transcripts in the two Arabidopsis plant lines: wild type and psy1r receptor mutant
**Source:** BMC Genomics. 2014 Jun 6;15(1):441. doi: 10.1186/1471-2164-15-441
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: List of all genes differentially expressed in psy1r mutant plant compared to wild type plants. Genes were identified using the criteria; P < 0.05 and fold change >2 or < -2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR < 0.05) between psy1r mutant plants and wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression values.

**Supplementary table 2: List of all genes differentially expressed in *psy1r* mutant plant compared to wild type plants**

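Table S2 lists the fold change between untreated *psy1r* and wild type plants. Of its 147 loci 140 were tested here, and all 140 changed in the direction that the table gives. The change was over 2-fold for 124 of them, and 104 were called over all tested probes with limma (123 when p was adjusted over the list alone). For 15 loci one of the groups was not well above background. The correlation across loci between both sets of log2 fold changes was 0.986.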

Genes were identified using the criteria; P<0.05 and fold change >2 or <-2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR<0.05) between *psy1r* mutant plants and wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression.

# Supplementary material for: Analysis of peptide PSY1 responding transcripts in the two Arabidopsis plant lines: wild type and psy1r receptor mutant
**Source:** BMC Genomics. 2014 Jun 6;15(1):441. doi: 10.1186/1471-2164-15-441
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: List of genes differentially expressed in PSY1-treated psy1r mutant plants compared to peptide treated wild type plants. Genes were identified using the criteria; P < 0.05 and fold change >2 or < -2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR < 0.05) between PSY1 treated psy1r mutant plants and PSY1 treated-wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression values.

**Supplementary table 3: List of genes differentially expressed in PSY1-treated *psy1r* mutant plants compared to peptide treated wild type plants**

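Table S3 lists the fold change between PSY1-treated *psy1r* and PSY1-treated wild type plants. Of its 250 loci 233 were tested here, with 2 arrays of *psy1r* + PSY1, and 214 changed in the direction that the table gives. The change was over 2-fold for 158 of them, and 142 were called over all tested probes with limma (155 when p was adjusted over the list alone). For 21 loci one of the groups was not well above background, and for 2 neither was. The correlation across loci between both sets of log2 fold changes was 0.918.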

Genes were identified using the criteria; P<0.05 and fold change >2 or <-2 through One-way ANOVA (with Benjamini Hochberg multiple testing corrections and FDR<0.05) between peptide PSY1 treated-*psy1r* mutant plants and PSY1 treated-wild type plants. The up-regulated and down regulated genes were sorted from highest to lowest fold expression.

# Supplementary material for: Analysis of peptide PSY1 responding transcripts in the two Arabidopsis plant lines: wild type and psy1r receptor mutant
**Source:** BMC Genomics. 2014 Jun 6;15(1):441. doi: 10.1186/1471-2164-15-441
**Supplement:** Supplementary file 4 — Additional file 4: Table S4: Functional grouping of genes showing differential transcript expression in different treatments. Gene ontology (GO) enrichment was performed in AgriGO (FDR correction and Fisher’s exact test < 0.05) using the whole Arabidopsis genome as the background/reference.

**Supplementary table 4: Functional grouping of genes showing differential transcript expression in different treatments**

| Gene class | Putative function | *psy1r* vs WT | | | WT+PSY1 vs WT | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | No. | % | Examples | No. | % | Examples |
| Cellular and biosynthetic processes | **Cellular processes** | 73 | 46 | ABCC3 ACD6 AIG1 AT1G10585 AT1G17960 AT1G18130 AT1G61480 AT1G76470 AT1G78410 AT2G16990 AT3G02620 AT3G04210 AT3G12910 AT3G25790 AT3G52070 AT4G15975 AT4G17660 AT4G18450 AT4G20970 AT4G39670 AT5G02760 AT5G10120 AT5G14700 AT5G44260 AT5G46080 AT5G57670 B120 BCAT-2 COPT2 COR413IM1 CRK4 CRK41 CRK6 CYP81F2 CYP82C2 DIN2 DMT2 ELIP2 EXO70H4 EXPA2 FAB1C FAR1 FCA FRA8 FRU FTM1 GA3OX1 GATA4 GRP3S HB21 HEC1 HEC2 HEI10 ICL ICS2 INT2 KNATM LECRKA4.1 MGL MPC MYB112 NGA4 OFP15 OFP16 PDF1.2b PI PSY1R PUB54 PWD QQS SEP3 SNZ UGT72E1 AT5G15580 AT5G21910 | 34 | 44 | 5PTASE11 ADF4 AT1G10585 AT2G27290 AT3G07310 AT3G51450 AT4G17250 AT4G18450 AT4G20970 AT4G28030 AT5G08460 AT5G10700 AT5G20860 AT5G55450 AT5G64420 CEST CRL DIN2 DREB2A FKD1 GPX7 ICL ML2 MPC MPK11 MYB112 MYB7 PDF1.2b PPT2 RALFL22 RALFL33 SCRL3 UMAMIT23 WVD2 |
|  | **Biosynthetic process** | 44 | 27 | AIG1 AT1G10585 AT1G17960 AT1G18130 AT1G76470 AT1G78410 AT3G02620 AT3G12910 AT3G25790 AT3G52070 AT4G18450 AT4G20970 AT4G39670 AT5G10120 AT5G14700 AT5G44260 AT5G46080 CYP81F2 ELIP2 FAR1 FCA FRA8 FRU FTM1 GA3OX1 GATA4 GolS6 GRP3S HB21 HEC1 HEC2 ICS2 KNATM MPC MYB112 NGA4 OFP15 OFP16 PCK2 PI QQS SEP3 SNZ UGT72E1 AT5G15580 AT5G21910 | 18 | 23 | AT1G10585 AT2G27290 AT3G51450 AT4G18450 AT4G20970 AT4G28030 AT5G08460 AT5G55450 AT5G64420 DREB2A GolS6 MPC MPK11 MYB112 MYB7 PPT2 RALFL22 UMAMIT23 |
| Regulation | **Cell communication and signal transduction** | 16 | 10 | AIG1, AT1G61480, AT1G78410, AT3G04210, AT4G15975, AT4G18450, AT4G39670, AT5G10120, B120, COR413IM1, FTM1, GA3OX1, LECRKA4.1, MGL, PDF1.2b, PSY1R | 11 | 14 | ADF4 AT3G07310 AT4G18450 AT5G55450 FKD1 MPK11 MYB7 PDF1.2b RALFL22 RALFL33 SCRL3 |
|  | **Protein kinase/phosphatases** | 12 | 8 | AT1G61480, AT4G17660, AT5G46080, AT5G57670, B120, CRK4, CRK41, CRK6, FAB1C, LECRKA4.1, PSY1R, PWD | 1 | 1 | MPK11 |
|  | **Hormone pathways** | 17 | 11 | AT4G18450, LECRKA4.1, FRU, CYP81F2, MYB112, 5PTASE11, OFP15, AT5G10120, AT5G20820, COR413IM1, AT2G37030, PDF1.2b, AT4G39670, GA3OX1, AT3G28580, SEN1, AT1G78410 | 12 | 16 | SAUR26 AT4G18450 AT5G55450 PDF1.2b AT3G07310 AT3G51450 MYB112 5PTASE11 AT1G29450 MPK11 MYB7 FKD1 |
|  | **Cellular protein modification** | 12 | 8 | AT1G61480 AT4G17660 AT5G02760 AT5G10120 AT5G46080 AT5G57670 B120 CRK4 CRK41 CRK6 PSY1R PUB54 | 3 | 4 | AT5G10700 CRL MPK11 |
|  | **Transcription factors** | 18 | 11 | AT1G10585 AT3G12910 AT3G25790 AT4G18450 AT4G20970 AT5G10120 AT5G44260 FRU GATA4 HB21 HEC1 HEC2 MYB112 MYR2 NGA4 PI SEP3 SNZ | 6 | 8 | AT1G10585 AT4G18450 AT4G20970 DREB2A MYB112 MYB7 |
| Metabolism | **Nucleo-base containing compound metabolic process** | 25 | 16 | AT1G10585 AT1G17960 AT1G18130 AT3G12910 AT3G25790 AT4G18450 AT4G20970 AT5G10120 AT5G44260 DMT2 FCA FRU GATA4 HB21 HEC1 HEC2 HEI10 KNATM MYB112 NGA4 OFP15 OFP16 PI SEP3 SNZ | 11 | 14 | AT1G10585 AT2G27290 AT4G18450 AT4G20970 AT5G08460 AT5G64420 DREB2A MPK11 MYB112 MYB7 UMAMIT23 |
|  | **Protein metabolic process** | 17 | 11 | AT1G17960 AT1G18130 AT1G61480 AT4G17660 AT4G18450 AT5G02760 AT5G10120 AT5G46080 AT5G57670 B120 CRK4 CRK41 CRK6 FAB1C MPC PSY1R PUB54 | 6 | 8 | AT4G18450 AT5G10700 CRL DREB2A MPC MPK11 |
|  | **Lipid metabolic process** | 9 | 6 | AT3G02620 AT3G52070 AT5G10120 AT5G24200 FAB1C FTM1 GA3OX1 ORP4C RXW8 | 5 | 6 | 5PTASE11 AT2G27290 AT4G16070 AT5G08460 AT5G24200 |
|  | **Secondary metabolic process** | 8 | 5 | AT1G76470 AT5G14700 BCAT-2 CYP81F2 ELIP2 FAR1 GRP3S UGT72E1 | 3 | 4 | GPX7 PPT2 RALFL22 |
|  | **Carbohydrate metabolic process** | 7 | 4 | AT4G19750 AT5G66150 DIN2 FRA8 GolS6 PCK2 QQS | 3 | 4 | BAM6 DIN2 GolS6 |
|  | **DNA metabolic process** | 2 | 1 | DMT2 HEI10 | 1 | 1 | AT5G64420 |
| Stress related | **Abiotic stress** | 18 | 11 | AT4G18450 AT4G39670 AT5G10120 AtLEA4-1 COR413IM1 CYP81F2 CYP82C2 DIN10 DR4 ELIP2 FAR1 FTM1 GA3OX1 GATA4 LECRKA4.1 MGL MYB112 TSA1 | 11 | 14 | AT1G16850 AT4G17250 AT4G18450 AT4G28030 CEST DREB2A GPX7 MPK11 MYB112 MYB7 TAF2 |
|  | **Biotic stress** | 14 | 9 | ACD6 AIG1 AT1G78410 AT3G04210 AT4G20970 AT4G39670 AT5G57670 B120 CRK4 CYP81F2 FTM1 LECRKA4.1 NHL3 TSA1 | 6 | 8 | ADF4 AT3G51450 AT4G20970 AT5G55450 MPK11 TI1 |
| Transport | **Transport facilitation** | 19 | 12 | ABCC3 AIG1 AT1G10585 AT1G78410 AT2G16990 AT3G48970 AT4G22520 AT4G39670 AT5G26690 B120 COPT2 EXO70H4 FRU INT2 JRG21 LECRKA4.1 PUP1 SWEET12 UGT72E1 | 8 | 10 | AT1G10585 AT4G28030 AT5G55450 AT5G55460 JRG21 MPK11 PPT2 SULTR3;1 |
| Reproduction | **Flower development** | 8 | 5 | AT1G17960 AT4G36600 FCA HEC1 HEC2 NGA4 PI SEP3 | 0 | 0 |  |

%= Represent percentage of corresponding functional group (responsive genes involved in specific biological function/all expressed genes of that category)*100. GO enrichment was performed in AgriGO (FDR correction and Fisher’s exact test<0.05) using the whole *Arabidopsis* genome as the background/reference.

# Supplementary material for: Analysis of peptide PSY1 responding transcripts in the two Arabidopsis plant lines: wild type and psy1r receptor mutant
**Source:** BMC Genomics. 2014 Jun 6;15(1):441. doi: 10.1186/1471-2164-15-441
**Supplement:** Supplementary file 5 — Additional file 5: Table S5: Primers used for RT-PCR validation of selected genes identified by microarray after PSY1 treatment in wild type plants.

**Supplementary table 5:** Primers used for RT-PCR validation of selected genes identified by microarray after PSY1 treatment in wild type plants

| **Gene Name** | **Gene locus** | **Specific Primer** |
| --- | --- | --- |
| WVD2 | [At5g28646](http://atted.jp/data/locus/At5g28646.shtml) | ***F: 5’- ATTGTTCTGTTGCTTCTTC-3’***  ***R: 5’- TGCTTCTTGTTCTTCCTTT-3’*** |
| 5PTASE11 | At1g47510 | ***F: 5’- CATCTTCAATCTGTTCTT-3’***  ***R: 5’- ATCTTATGGCTTGTATCA-3’*** |
| RALF35 | At2g32785 | ***F: 5’- GTGTCGCTCTACTGATTA-3’***  ***R: 5’- TGGCTTCGTATATGGATT-3’*** |
| AML2 | [At2g42890](http://atted.jp/data/locus/At2g42890.shtml) | ***F: 5’- AATAGAAGCGAGATAGGT-3’***  ***R: 5’- GTGGAGAATTAGCAACAT-3’*** |
| CRL | At5g51020 | ***F: 5’- TTACTTCAACATAAGAATGC-3’***  ***R:5’- AACTTACCTCAACATCAC-3’*** |
| Hypothetical protein | At1g10585 | ***F: 5’- TGAATGATAGGACCACTTAC-3’***  ***R: 5’- GCGTTAGCGTAGACTTAT-3’*** |
| SCRL3 | [At1g08695](http://atted.jp/data/locus/At1g08695.shtml) | ***F: 5’- AAGGTGCGAACAAGAGGTGT-3’***  ***R: 5’- ACACGTTGGGGAGGTAATGA-3’*** |
| Small auxin responsive protein | At1g29450 | ***F: 5’- CGCTAAGTTACCTGAGTA-3’***  ***R: 5’- GCACTAGAGATTGACATTA-3’*** |
| Small auxin responsive protein | At3g03850 | ***F: 5’- AGAGATGGAGGAGTATTC-3’***  ***R: 5’- CTAAGTCGTCAAGTGATAT-3’*** |
| ATMPK11 | At1g01560 | ***F: 5’- CAAGAAGATTGGTAATGC-3’***  ***R: 5’- GGATAATGTGGTGAAGAT-3’*** |
| RALF33 | At4g15800 | ***F: 5’- ACCGTCCACTTCTTATTC-3’***  ***R: 5’- GTTGATCTCAGAGTCCAT-3’*** |
| RALF22 | At3g05490 | ***F: 5’- TGGCGATAGTAATCTCAG-3’***  ***R: 5’- AACTCCATCTCTTCTTCTT-3’*** |
| Actin2 | At3g18780 | ***F: 5’- TGAGAGATTCAGATGCCCAGAA-3’***  ***R: 5’- TGGATTCCAGCAGCTTCCAT-3’*** |

# Supplementary material for: Analysis of peptide PSY1 responding transcripts in the two Arabidopsis plant lines: wild type and psy1r receptor mutant
**Source:** BMC Genomics. 2014 Jun 6;15(1):441. doi: 10.1186/1471-2164-15-441
**Supplement:** Supplementary file 6 — Additional file 6: Figure S1: The ACT2 (At3g18780) gene expression. The expression of ACT2 was not significantly altered in both plant lines treated with the PSY1 peptide compared to the untreated plant lines. The significance level was tested among three independent biological replicates (n = 3). The scale bars represent standard error (S.E) among three biological samples.

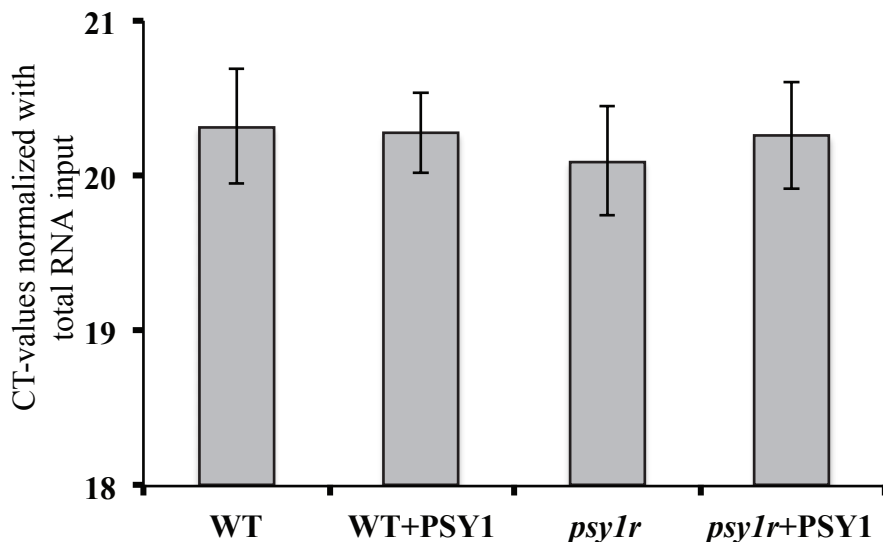

**Supplementary Fig 1: The ACT2 (At3g18780) gene expression.**

The expression of ACT2 was not significantly altered in both plant lines treated with the PSY1 peptide compared to the untreated plant lines. The significance level was tested among three independent biological replicates (n=3). The scale bars represent standard error (S.E) among three biological samples.

How the deposited data were processed for this re-analysis (not part of the article)

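Transcript levels were measured in seedlings of *Arabidopsis* wild type and of the receptor mutant *psy1r*, untreated or treated with 10 nM PSY1 for 4 h, on one-color Agilent arrays. The analysis covers 11 arrays, 3 each of WT, WT + PSY1 and *psy1r* and 2 of *psy1r* + PSY1 (replicates 1 and 3), where the paper states 3 biological replicates. Each array was assigned to its group by its sample label. Arrays with the same replicate number lay on the same slide, so slide and replicate number are one and the same block.

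The authors deposited the scanner output of each array, with the raw spot intensity and local background and the background-subtracted processed intensity that Agilent Feature Extraction writes, none of them normalized between arrays. The authors also deposited a table of processed log2 values for the same arrays. This table has 43663 rows, of which 43603 matched a probe of the arrays, and each row is centred on a median of 0. Its values had a correlation of at least 0.9999 on each array with the processed intensity divided by the 75th percentile of the array and centred, and of 0.80 to 0.93 with values processed by the RMA steps. The paper's methods name RMA in GeneSpring. The mean spot intensity, which was to be used, is not among the columns, so the median spot intensity was used.

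In the main analysis, the median spot intensity was corrected with the normal and exponential convolution model of RMA, without the local background. The intensities were converted to log2 and quantile normalized over the 11 arrays. Control spots and spots with an outlier flag were left out, and the spots of one probe were averaged. No probe set summary was needed, as each probe is one sequence. Probes well above background on at least 2 of the 11 arrays were tested, 36370 of 43603. A probe was matched to a locus through the RefSeq transcript that the array names, with the annotation of the TAIR10.1 assembly, which gave a locus for 30161 of the tested probes. Where a locus had several probes, the probe with the highest mean was used and any disagreement of the others is stated.

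Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes) with the 4 groups as factors. A call needs a Benjamini-Hochberg adjusted p below 0.05 and a change above 2-fold. The comparisons were the 3 of the paper, PSY1-treated against untreated *psy1r*, and the difference between the PSY1 responses of *psy1r* and WT (interaction). Where no array of a group was well above background, the fold change is a lower bound, taken between the mean of the measured group and the mean, over the arrays of the other, of the lowest log2 signal well above background on that array or the probe's own signal where that is higher, and is written as at least that fold. Gene families were tested with camera at an inter-gene correlation of 0.01 and with fry, both in limma, over 12 families defined by words in the symbols and synonyms of the reference. The plan was to take the words from the array's own gene descriptions, which the files do not hold. Listed loci were followed in *psy1r* with fry and signed weights. Loci within 1 Mb of PSY1R were compared with all others by a two-sided Fisher's exact test. The number of loci shared by 2 comparisons was set beside 100 simulated sets of unchanged groups. Other tools were data.table 1.17.8 and statmod 1.5.0.

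The comparisons, the tests, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule takes PSY1R first, every gene the paper names in its text, Fig. 3, Table S5 and the paragraphs on GO terms and motifs, ACT2, the PSY1 precursor gene, and for each comparison the 5 called probes with the largest rise and the 5 with the largest fall whose groups of arrays do not overlap. No probe was matched to ACT2, RALF22 or RXW8. The alternatives were the scaling by the 75th percentile, normexp on local background with an offset of 50, the authors' processed values, no filter on dim probes, only probes well above background on all arrays, the replicate number or slide as a block, only the groups compared, array weights, the methods' t-test, unadjusted p, no limit on the fold, each locus counted once, and each array left out in turn. The methods' t-test stands for the one-way analysis of variance that the paper names, which between 2 groups is the same unmoderated test. Counts of alternative settings that keep the call of a gene are over the planned ones; they hold the block 2 times, as slide and as replicate number, which is the same fit, and both the scaling by the 75th percentile and the authors' values, which are nearly the same (r above 0.999), so they are not counts of independent analyses. A pair of alternatives that treat replicates 1 and 2 as one sample, or use them alone, was added after the data had been seen. Seed transcripts were assessed with 1 list of storage protein and oil body genes and 1 list of other seed genes, the second written before the values of its genes were read.

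The procedure was tested on simulated data with 200 changed probes among 36370. The simulated arrays varied independently and with the same spread in all groups, unlike the real arrays, so the rates may not hold for these. A change of 3 on the log2 scale was called in 84% to 93% of the changed probes, with 2 to 9 unchanged probes called per comparison, and in 76.5% for the interaction, with 12 unchanged probes called. The methods' t-test called 49% and 53% of these in the 3 against 3 comparisons and 0 in those with 2 arrays in a group.

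The precision is limited by the number of arrays and, for dim probes, by the background. Between 72.5% and 81.8% of the probes were well above background on an array. Correlations between arrays of one group over probes ranged from 0.962 to 0.990. The difference between replicates was compared with the difference between repeated spots of one probe on one array, which had a median of 0.08 to 0.13 on the log2 scale over 50 probes with 5 spots each. The promoter motif test was not run, since it needs the genome sequence. GO enrichment was not repeated. The qRT-PCR and hypocotyl measurements were not analysed here.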

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

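The tests of seed transcripts and of replicate 3 of *psy1r* + PSY1 as the source of the interaction were chosen after the results had been seen, while the interaction, the comparison of treated with untreated *psy1r* and the leaving out of each array were planned.

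The response to PSY1 differed between *psy1r* and WT for 17 probes of 16 loci (limma interaction, adjusted p below 0.05 and above 2-fold), 12 with a more positive response in *psy1r* and 5 with a more negative one. The difference between the groups themselves was tested, which is why these genes stand out. Of the 17 probes 14 were well above background in all 4 groups, and among these AT4G20970 had the largest value, 4.47 on one probe and 4.46 on the other. IRT1 and AT4G09210 were well above background in *psy1r* + PSY1 alone and SCRL3 in WT + PSY1 alone, so the size of their differences is not known. PRX52 (3.24), MYB112 (2.56) and the second probe of AT3G62990 (3.00) fell after PSY1 treatment in WT and rose in *psy1r*. On the other side were, besides SCRL3, 5PTASE11 (-2.03), AT2G33585 (-1.59), TGG2 (-1.51) and LECRKA4.1 (-1.28). With the slide as a block 8 probes were called, all of them among the 17 and all more positive in *psy1r*. More called probes were negative than positive with array weights (121 and 66), the methods' t-test (33 and 16) and unadjusted p (861 and 722). The same held under normexp (29 and 23) and without *psy1r* replicate 3 (37 and 21). It did not hold with the 75th percentile (6 and 16), the authors' values (6 and 13) or most other single arrays left out. Of the 17 probes 7 were also called without *psy1r* + PSY1 replicate 3. The others lost the call without it, though their differences kept their sign and were at least 1.25 on the log2 scale. All 17 were called with both *psy1r* + PSY1 arrays in the fit, which favours probes on which these arrays agree. The values without replicate 3 therefore cannot exclude that array as a source of the calls. Under all 3 other scalings 11 of the 17 were called. A receptor-dependent response to PSY1, which the design names, stays open as an untested explanation beside differences between single samples.

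PSY1-treated against untreated *psy1r*, a comparison the paper does not report, gave 17 called probes of 13 loci, 8 higher and 9 lower. A fit with the slide as a block called 3, and without *psy1r* + PSY1 replicate 3 the number was 32 with 7 of the 17 among them. The call of AT4G09210 was kept in 17 of 20 alternative settings and that of IRT1 in 16, while the calls of EG519589, BX816457, PYL13 and AT1G07175 were kept in 5, 4, 4 and 3. Under all 3 other scalings 3 of the 17 were called. IRT1 had a log2 signal of 6.79 and 7.06 on the *psy1r* + PSY1 arrays, which lie on different slides, and AT4G09210 of 5.22 and 5.07, while both were not well above background on any of the other 9 arrays; these calls were kept without either *psy1r* + PSY1 array and with the slide as a block. The 2 arrays differ by a median of 0.32. No test run here addressed a technical cause common to both of these samples, and a response to PSY1 without PSY1R stays open as well.

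Storage protein and oil body genes were far higher in *psy1r* + PSY1 replicate 3 than in replicate 1, with a median log2 difference of 5.44 over 13 genes (range 0.62 to 9.40). All 13 were higher in replicate 3, and all 13 had their highest signal of the 11 arrays there. CRU3 had 14.34 against 4.94, SESA3 12.58 against 4.92 and CRA1 11.27 against 4.03. The median over the list was 10.15 in this array and at most 5.72 in any other, where 5 to 11 of the 13 genes were well above background, so part of the list is expressed in all samples. SESA2 and SESA5 were also higher in replicate 3 of WT (9.90 and 10.40) and of *psy1r* (9.18 and 9.90) than in replicates 1 and 2 of these groups (6.58 to 6.86 and 7.45 to 7.94), but not in that of WT + PSY1 (7.46 and 8.83), so for these genes part of the difference is shared with other samples of replicate 3. Seeds or embryos in that sample are a candidate explanation. A second list of 11 other seed genes, written before its values were read, had a median difference of 3.78 (range -4.43 to 6.70), with 10 genes higher and 9 of them at their highest in this array; HSD1 was lower, AT4G36700 was high on all arrays, and DOG1 rose by 0.52 without reaching its highest signal there. Of 10000 random lists none had a median as high for either list, and the highest random medians were 1.20 and 1.87. A change of gene expression in these seedlings after PSY1 treatment is argued against only by replicate 1, a single array, and stays open. Of the 24 genes SESA1 alone was called in *psy1r* + PSY1 against WT + PSY1, and none is listed in Tables S2 or S3. Some of the 24 were higher on every untreated *psy1r* array than on any untreated WT array. CRU3 was at 6.22 to 6.55 against 2.29 to 2.66, and PER1 at 6.04 to 6.13 against 2.31 to 2.76. CRA1 overlapped between these groups and HSD1 was lower in *psy1r*, and no tested gene of the lists was called there. High seed transcripts were therefore not confined to 1 array for every gene.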

How the results depend on the processing

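The settings that average replicates 1 and 2 or use them alone were chosen after the data had been seen, and the others were planned. Numbers are called probes unless stated otherwise, and for a changed number the cause was not tested except where the setting itself tests fewer arrays or drops a limit.

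In WT + PSY1 against WT (18 called, 61.1% higher), the number was 74 with the 75th percentile and 74 with the authors' processed values (74.3% higher in both), 83 with normexp and an offset of 50 (79.5% higher), 87 with probes detected on all arrays, 11 with the replicate or slide block, 231 with only the groups compared, 979 with array weights, 116 with the methods' t-test, 964 with unadjusted p and 692 with the methods' t-test unadjusted. With replicates 1 and 2 averaged it was 0 with limma (1090 at an unadjusted p below 0.05), and with replicates 1 and 2 only 423. Of the 18, these kept 16 (75th percentile), 16 (authors' values), 8 (normexp), 12 (detected on all arrays), 18 (only the groups compared), 17 (array weights) and 14 (methods' t-test).

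In *psy1r* against WT (222 called), the number was 61 with only the groups compared, 1833 with array weights, 1 with the methods' t-test, 1052 with unadjusted p, 711 with the methods' t-test unadjusted, 0 with replicates 1 and 2 averaged and 1739 with replicates 1 and 2 only. The 3 other scalings gave 175 to 270 and the blocks 190, each within 1.5 times the number.

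In *psy1r* + PSY1 against WT + PSY1 (846 called), the number was 380 with the 75th percentile, 378 with the authors' values, 223 with the methods' t-test, 2189 with unadjusted p, 1577 with the methods' t-test unadjusted, 1814 with no fold limit, 5 with replicates 1 and 2 averaged and 1998 with replicates 1 and 2 only. Normexp gave 570 and the block 791.

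In *psy1r* + PSY1 against *psy1r* (17 called, 47.1% higher), the number was 6 with the 75th percentile and the authors' values (66.7% higher), 10 with no dim filter, 3 with the block, 0 with only the groups compared in limma (504 unadjusted), 0 with the methods' t-test (239 unadjusted), 637 with unadjusted p, 0 with replicates 1 and 2 averaged and 667 with replicates 1 and 2 only. For the interaction (17 called, 70.6% higher), it was 52 with normexp (44.2% higher), 8 with the block, 187 with array weights, 49 with the methods' t-test (1252 unadjusted), 1583 with unadjusted p, 0 with replicates 1 and 2 averaged and 250 with replicates 1 and 2 only. A fit of only the groups compared cannot give an interaction. In the settings with 0 calls for averaged replicates 928, 614 and 1352 probes passed with unadjusted p in *psy1r* against WT, *psy1r* + PSY1 against *psy1r* and the interaction.

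Leaving out 1 array at a time gave 5 (without WT + PSY1 replicate 2) to 218 (without *psy1r* replicate 3) for WT + PSY1 against WT, 44 (without *psy1r* replicate 1) to 796 (without *psy1r* replicate 3) for *psy1r* against WT, 62 (without WT + PSY1 replicate 2) to 1525 (without *psy1r* + PSY1 replicate 1) for *psy1r* + PSY1 against WT + PSY1, 1 (without WT + PSY1 replicate 1) to 232 (without *psy1r* + PSY1 replicate 1) for *psy1r* + PSY1 against *psy1r*, and 5 (without WT replicate 2) to 782 (without *psy1r* + PSY1 replicate 1) for the interaction. Without one of the *psy1r* + PSY1 arrays, the single array left is assumed to vary like the other groups. The fewest of the called probes that remained were 4, 43, 61, 1 and 5, in that order.

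The replicate numbers were checked as pairs: the deviations from the group mean had a correlation above 0.1 over probes in 10 of 15 pairs of arrays with the same number in 2 groups (range -0.08 to 0.56), among them all 3 of WT + PSY1 with *psy1r* (0.34, 0.56 and 0.43), and not in the other 5, so beyond the slide that they share the numbers were not taken to pair the samples. With it as a block 10, 156, 597, 3 and 8 of the called probes were called in both fits.

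The PSY1 response in *psy1r* of the genes of Table S1 had a median of -0.03 to 0.10 over all 68 loci under the planned settings and of -0.12 (without *psy1r* + PSY1 replicate 1) to 0.22 (without *psy1r* + PSY1 replicate 3) with 1 array left out. For loci shared with Table S3 it was -0.21 to 0.14 with 1 array left out, and fry passed the level of 0.05 only without WT replicate 3, where the median stayed at -0.03. For loci outside Table S3 it was 0.043 (without *psy1r* + PSY1 replicate 1) to 0.27 (without *psy1r* + PSY1 replicate 3) with 1 array left out and 0.20 with array weights, and fry passed that level only in the settings of the last 2 values. The methods' t-test cannot change a median and was not run for it.

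Loci shared by WT + PSY1 against WT and *psy1r* against WT numbered 6, or 130 with unadjusted p and 17 in Tables S1 to S3, those shared with *psy1r* + PSY1 against WT + PSY1 7, or 218 and 40, and those shared by the *psy1r* comparisons 68, or 286. Of 12 families, 1 passed the limit in *psy1r* against WT with camera, 2 with fry, 0 with the 75th percentile and 0 with the block, and in *psy1r* + PSY1 against *psy1r* 0 passed with camera and 1 with the block.

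Of the results for single named genes under the planned settings other than leave-one-out, 646 of 691 kept their direction and side of the limits in WT + PSY1 against WT (13 lost and 32 gained the call), 595 of 691 in *psy1r* against WT (74 and 22), 583 of 691 in *psy1r* + PSY1 against WT + PSY1 (85 and 23), 617 of 691 in *psy1r* + PSY1 against *psy1r* (73 and 1) and 581 of 619 for the interaction (16 and 22). None of them reversed, whereas with replicates 1 and 2 only GEA6 reversed in *psy1r* + PSY1 against *psy1r*, to -1.68. The distance of dim probes from the background limits their fold changes: 4, 24 and 121 of the probes called in the paper's comparisons had one group not well above background.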

Differences from the paper's values

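The alternatives named below were set before the data were examined, and for each value those not named still differ. A count differs when one value is more than 1.5 times the other, and a fold change when it also differs by more than the spread between replicates or when a sample lies at the background. Numbers of genes are the paper's, and numbers of called probes those of the re-analysis with limma.

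For WT + PSY1 against WT, 18 probes were called and the paper reports 77 genes. The number does not differ with the 75th percentile (74), normexp offset 50 (83), the authors' processed values (74) and probes detected on all arrays (87). Of these 11 were higher, where the paper gives 51 (55 with the 75th percentile and with the authors' values, 66 with normexp and 64 with detection on all arrays), and 7 lower, where the paper gives 26 (19, 19, 23 with detection on all arrays and 37 with the methods' t-test).

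For *psy1r* + PSY1 against WT + PSY1, 846 probes were called and the paper reports 261 genes. The alternatives that do not differ are the 75th percentile (380), the authors' values (378) and the methods' t-test (223). The paper's Table S3 has 88 genes higher, against 328 here (not different with the methods' t-test or without *psy1r* + PSY1 replicate 3), and 173 lower, against 518 here (not different with the 75th percentile or the authors' values). For *psy1r* against WT, 93 probes were higher and the paper gives 52 (not different with normexp offset 50, no dim filter, only the groups compared, genes counted once, and without WT + PSY1 replicate 2).

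WT + PSY1 against WT and *psy1r* + PSY1 against WT + PSY1 shared 7 called loci, where the paper gives 46 genes. The loci of the paper's Tables S1 and S3 share 40, which does not differ, and calls with unadjusted p share 218, which does. Called in all 3 comparisons were 4 loci, against about 15 in Fig. 6A, read by eye. The loci of Tables S1 to S3 (7) lie below that value and calls with unadjusted p (23) above it, and both differ. The *psy1r* comparisons alone shared 64 loci, where the paper gives 112. The loci of the tables give 82, which does not differ, and calls with unadjusted p 263.

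COPT2 was 1.99-fold higher in *psy1r* than in WT and 3.49-fold in the paper's Table S2, and it differs in all 21 alternatives, while its other probe rose by 1.75 on the log2 scale. NHL3 was 1.27-fold higher and 2.11-fold in the paper (not different with the 75th percentile or the authors' values), with a second probe at 1.08 on the log2 scale. AT5G21910 was 1.58-fold lower and 3.15-fold in the paper, and it differs in all 21 alternatives. PSY1R was 23.9-fold lower in *psy1r* + PSY1 than in WT + PSY1 and 45.96-fold in the paper (not different without *psy1r* + PSY1 replicate 3), on a group with 1 of 2 arrays well above background. AT3G62990 was 2.32-fold higher in *psy1r* + PSY1 than in WT + PSY1 and 3.94-fold in the paper (not different with the 75th percentile, the authors' values or without WT + PSY1 replicate 1), and its second probe was called, at 1.79 on the log2 scale.

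Several genes that the paper lists as differentially expressed were not called. In WT + PSY1 against WT, the following settings call them. WVD2 and AML2 are called with the 75th percentile, normexp, the authors' values, detection on all arrays, array weights, and without *psy1r* replicate 3 or either *psy1r* + PSY1 array. RALF35 is called with array weights and without either *psy1r* + PSY1 array, and CRL with the 75th percentile and the authors' values. AT1G10585 and AT1G29450 are called in the settings given for WVD2, the first also without WT replicate 3 and the second also with only the groups compared.

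In *psy1r* against WT, COPT2 is called with the 75th percentile, the authors' values and without WT replicate 1. AT3G28580 is called with the 75th percentile, normexp, the authors' values, detection on all arrays, array weights and without either *psy1r* + PSY1 array. DR4 is called with array weights and without *psy1r* replicate 3, and NGA4 with the 75th percentile and the authors' values. KNATM is called with these, detection on all arrays, array weights and without WT replicate 3, and CYP82C2 with the 75th percentile, the authors' values and array weights. AT3G62990 is called on its second probe and NHL3 on its second probe. LNG1 and AT5G21910 were called in none of the settings.

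The paper states that the genes shared by both treated lists responded to PSY1 in both plant lines. In the direct comparison of PSY1-treated with untreated *psy1r*, the median response of the 36 tested shared loci was -0.03 on the log2 scale, with 17 in the direction seen in WT and 19 in the other. Of the loci in both tables, 37 have opposite signs in Tables S1 and S3 and 3 the same sign.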

Other observations

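The tests of loci called again on other arrays, of slide 3, of a shared growth batch, of one RNA on both arrays and of WT RNA in a *psy1r* sample were chosen after the results had been seen, and the others were planned.

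Other groupings of the same arrays were tested for WT + PSY1 against WT and for *psy1r* against WT, in a fit of these 6 arrays. Only 1 of the 10 ways to split them into 3 and 3, the real one, gave as many calls (231 and 61, and 0 at most in the others), but 10 splits cannot give a share below 0.1, so the splits alone cannot exclude chance. With unadjusted p, 2 of the 10 splits gave as many in each comparison (1001 against 1170 in the largest other split, and 1109 against 1982). For *psy1r* against WT, other values argue against chance for part of the calls: 68 of its 175 loci were called again in *psy1r* + PSY1 against WT + PSY1, which uses none of these arrays, where 100 simulated sets of unchanged groups shared 17 to 35, and 79 of the 83 shared probes had the same sign, against 50.4% in the sets.

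The same genes were called in WT + PSY1 against WT and in *psy1r* against WT, 6 loci with 7 probes that all have the same sign. The WT arrays serve both comparisons, and 16 of 100 simulated sets of unchanged groups with the same WT arrays had as many shared loci, with 99.5% of the shared probes of the same sign. The shared WT arrays are therefore enough to give this number. With unadjusted p the observed 130 loci lay above all 100 sets (39 to 77), so for the weaker changes they are not enough.

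The paper takes genes shared by WT + PSY1 against WT and *psy1r* + PSY1 against WT + PSY1 as a response to PSY1 without PSY1R. The second of these comparisons holds no untreated arrays, so a call in it does not by itself measure a response of *psy1r* to PSY1. The median response of the shared loci of Tables S1 and S3 in *psy1r* was -0.028, with 17 loci in the direction seen in WT and 19 in the other. Listed by direction, 14 of 21 shared loci listed as up in Table S1 and 12 of 15 listed as down rose in *psy1r* (medians 0.06 and 0.78, a split made after the values were seen). The shared loci were chosen with the *psy1r* + PSY1 arrays, and loci that go both ways leave open whether some of them respond. WT + PSY1 arrays enter both comparisons with opposite sign, and 37 of the 40 shared loci have opposite signs in the tables. A response in WT alone would also give opposite signs. In simulated sets of unchanged groups with the same shared arrays, 1.25% of the shared probes had the same sign. These sets shared 5 to 22 loci, and 0 of 100 had as many as 40, so the shared arrays alone are not enough for that number. For the 7 loci called here, 13 of 100 sets had as many.

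Genes near PSY1R could differ through linked differences of the parental line around the insertion. Within 1 Mb of PSY1R, 0.795% of 503 tested loci were called between *psy1r* and WT, which are PSY1R, FAB1C, scpl2 and AT1G73810, against 0.798% elsewhere (odds ratio 0.996, 95% confidence interval 0.267 to 2.61, p = 1 from a two-sided Fisher's exact test). The interval leaves room for a modest excess, but 171 of the 175 called loci lie elsewhere, so such differences cannot be the source of most calls. In *psy1r* + PSY1 against WT + PSY1, the shares were 3.78% and 2.92% (p = 0.283, exact), with p = 0.0585 within 0.5 Mb and 0.0767 within 2 Mb.

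Replicate 3 of WT and of *psy1r* stood apart from replicates 1 and 2. The median absolute log2 difference was 0.28 to 0.33 for these pairs and 0.07 and 0.08 between replicates 1 and 2. Slide 3 alone is argued against, since WT + PSY1 replicate 3 on the same slide differed from its group by at most 0.092. A growth batch shared by replicate 3 of WT, *psy1r* and *psy1r* + PSY1 is a candidate explanation. The deviations of replicate 3 from its group had a correlation over probes of 0.35 between WT and *psy1r*, of 0.29 between WT and *psy1r* + PSY1 and of 0.32 between *psy1r* and *psy1r* + PSY1. That of WT + PSY1 replicate 3 had 0.35 with *psy1r*, 0.22 with WT and 0.05 with *psy1r* + PSY1, so the batch cannot be told apart from a deviation that all replicates 3 share in part. Array weights gave WT replicate 3 0.206 and *psy1r* replicate 3 0.152, against 4.12 for WT + PSY1 replicate 1.

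Replicates 1 and 2 of WT and of *psy1r* differed little, and one RNA hybridised 2 times may be the cause. Over the 15 to 19 repeated probes that could be used per pair, the mean square of the difference between WT replicates 1 and 2 was 2.54 times that between spots of one probe on one array (1.91 for *psy1r*, and 2.03, 0.992 and 1.19 for the pairs of WT + PSY1). A second labelling or hybridisation adds noise that spots of one array do not show, so samples of one RNA and independent samples cannot be told apart. All 3 WT + PSY1 arrays lay as close to each other, with medians of 0.07 to 0.09, so the same doubt applies to them. If replicates 1 and 2 were one sample, the calls would rest on fewer samples than stated. With them averaged, 0, 0, 5, 0 and 0 probes were called in the 5 comparisons with limma, against 1090 at an unadjusted p below 0.05 in WT + PSY1 against WT.

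PSY1R was well above background in *psy1r* + PSY1 replicate 3, at 5.77, and also in *psy1r* replicate 2, at 4.36, against 9.23 in WT. WT RNA in that sample could give such a signal, and its share would be 7.08%. Over 21 probes far lower in *psy1r* than in WT, both probes of AT4G20970 among them, this share predicts a median rise of 0.34 over *psy1r*. The observed median was 0.78. Replicate 1 of *psy1r* + PSY1, where PSY1R was not well above background, had a rise of 0.70 over the same probes. The test therefore does not separate WT RNA from a difference between treated and untreated *psy1r*.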
